# BMI1 regulates multiple myeloma-associated macrophage’s pro-myeloma functions

**DOI:** 10.1038/s41419-021-03748-y

**Published:** 2021-05-15

**Authors:** Danfeng Zhang, Jingcao Huang, Fangfang Wang, Hong Ding, Yushan Cui, Yan Yang, Juan Xu, Hongmei Luo, Yuhan Gao, Ling Pan, Yu Wu, Yuping Gong, Liping Xie, Zhigang Liu, Ying Qu, Li Zhang, Weiping Liu, Wenyan Zhang, Sha Zhao, Qing Yi, Ting Niu, Yuhuan Zheng

**Keywords:** Cancer microenvironment, Myeloma

## Abstract

Multiple myeloma (MM) is an aggressive malignancy characterized by terminally differentiated plasma cells accumulation in the bone marrow (BM). MM BM exhibits elevated MΦs (macrophages) numbers relative to healthy BM. Current evidence indicates that MM-MΦs (MM-associated macrophages) have pro-myeloma functions, and BM MM-MΦs numbers negatively correlate with patient survival. Here, we found that BMI1, a polycomb-group protein, modulates the pro-myeloma functions of MM-MΦs, which expressed higher BMI1 levels relative to normal MΦs. In the MM tumor microenvironment, hedgehog signaling in MΦs was activated by MM-derived sonic hedgehog, and BMI1 transcription subsequently activated by c-Myc. Relative to wild-type MM-MΦs, BMI1-KO (BMI1 knockout) MM-MΦs from BM cells of BMI1-KO mice exhibited reduced proliferation and suppressed expression of angiogenic factors. Additionally, BMI1-KO MM-MΦs lost their ability to protect MM cells from chemotherapy-induced cell death. In vivo analysis showed that relative to wild-type MM-MΦs, BMI1-KO MM-MΦs lost their pro-myeloma effects. Together, our data show that BMI1 mediates the pro-myeloma functions of MM-MΦs.

## Introduction

Multiple myeloma (MM) is an incurable malignancy characterized by accumulation of terminally differentiated plasma cells in the bone marrow (BM). The close interaction between MM cells and the BM microenvironment is essential for MM development, progression and prognosis^1,2^. Macrophages (MΦs) are important and abundant cellular components of MM BM microenvironment. As in other malignancies, in which tumor associated macrophages (TAMs) are “educated” by the tumor microenvironment to acquire cancer promoting functions^3,4^, MM-associated macrophages (MM-MΦs) are influenced by the MM BM microenvironment acquiring a pro-myeloma phenotype. MM-MΦs exhibit greater proliferation, resulting in elevated MM-MΦs levels in MM tumor bed^5^. Additionally, relative to regular MΦs, MM-MΦs confer MM cells with higher protection from chemotherapeutic agents^6–9^. Past studies indicate that MM-MΦs promote angiogenesis in MM BM^10^. However, the mechanisms underlying MM-MΦs’ pro-myeloma differentiation remain unclear. TPL2/MAP3K8 kinase is reported to promote transformation from MΦs to MM-MΦs^11,12^. Aberrant lipid accumulation and metabolism have been reported to influence MM-MΦ differentiation and activation^13^. In this study, we find that BMI1, a member of polycomb-group proteins^14^, regulates MM-MΦs. Relative to normal MΦs, BMI1 expression is elevated in MM-MΦs. We find that BMI1-knockout (BMI1-KO) MΦs do not acquire pro-myeloma functions even within the MM tumor bed. To the best of our knowledge, this is the first study showing BMI1 involvement in MM-MΦs.

## Results

### Characterization of MM-MΦs in a murine myeloma model

To investigate the interplay between MΦ and MM cells, we used the 5 T murine myeloma model^5,15^. One advantage of murine model is that all components in MM BM are syngeneic. The other advantage is that we could use transgenic mice to generate MΦs with target gene modified. Thus, we first characterized features of MM-MΦs vs normal MΦs in vitro and in vivo using the MM murine model. Murine BM-derived MΦs and MM-MΦs were generated in vitro as described in methods section. MΦs and MM-MΦs purity were examined by double-staining for CD11b and F4/80 (Fig. 1A). High CD206 expression was used as a TAM marker^16^. This analysis showed MM-MΦs had higher CD206 levels relative to normal MΦs (Fig. 1B). Using cultured human cells, we have previously shown that MM-MΦs are more proliferative relative to normal MΦs^5^. In murine cells, CFSE (carboxyfluorescein succinimidyl ester) cell proliferation assays revealed greater MM-MΦs proliferation relative to MΦs (Fig. 1C). Cell cycle analysis confirmed that MM-MΦs had a more active cell cycle, as revealed by a higher S and G2/M population relative to normal MΦs (Fig. 1D). Additionally, we found MM-MΦs had a more active protein synthesis than normal MΦs (Supplementary Fig. 1), which was attributable to higher cell proliferation. Furthermore, we found that that MM-MΦs expressed and secreted more angiogenic factors, like VEGF (vascular endothelial growth factor) and NO (nitric oxide)^17^ (Fig. 1E, F). Finally, we generated a 5 T murine myeloma model (Fig. 1G) and analyzed MΦ phenotypes in vivo. Relative to MΦs isolated from the BM of healthy mice, MM-MΦs from tumor bearing mice BM had elevated CD206 levels (Fig. 1H). These MM-MΦ features were used as readouts in downstream analyses aiming to elucidate the molecular factors modulating MM-MΦs.

**Fig. 1:**
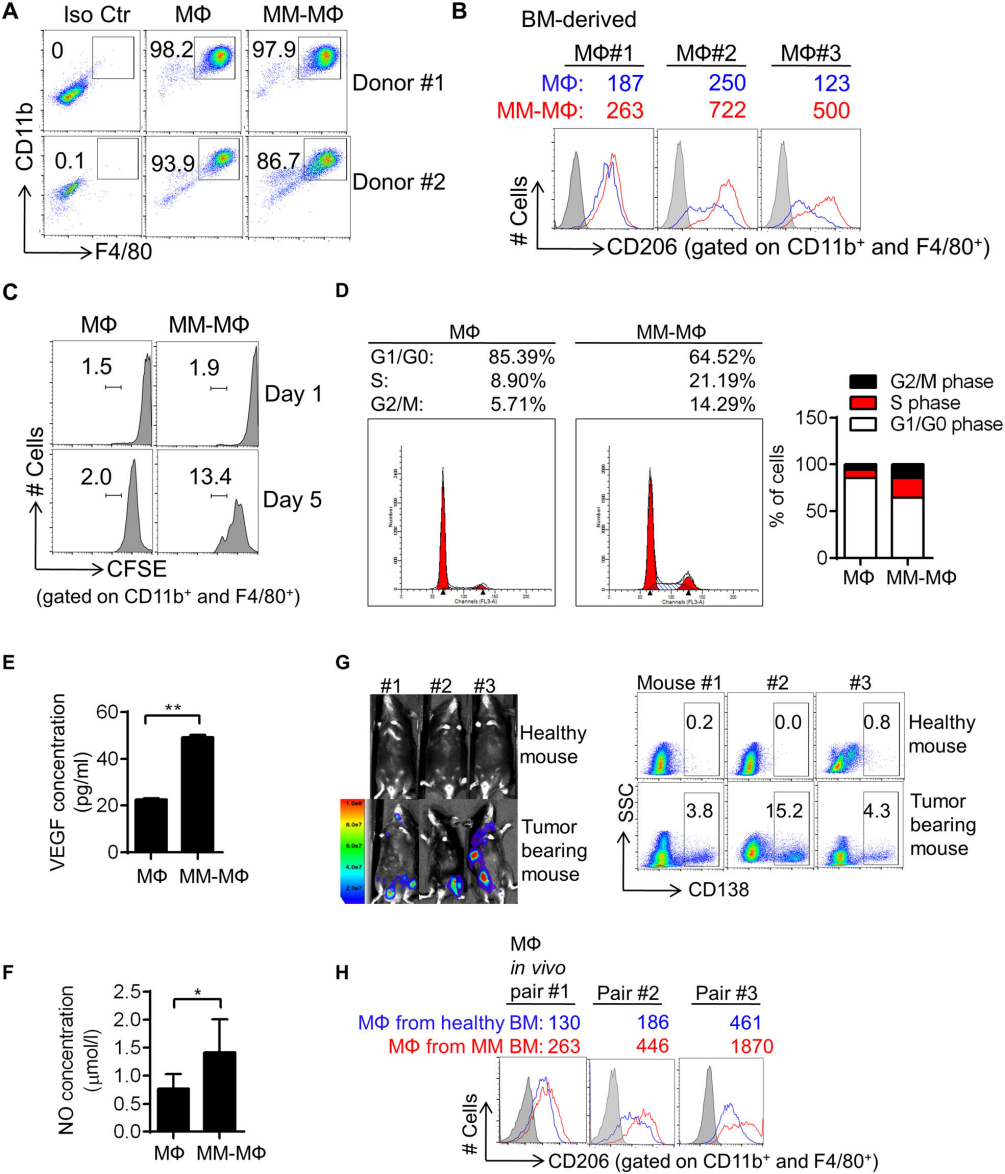
Characterization of MM-MΦs in a murine myeloma model. **A** Flow cytometry showed murine BM-derived MΦs and MM-MΦs were positive of F4/80 and CD11b staining. **B** Mean fluorescent intensity (MFI) of flow cytometry indicated in vitro cultured MM-MΦs expressed higher CD206 than MΦs. **C** In CFSE proliferation assay, MM-MΦs showed higher cell proliferation capacity than MΦs. **D** Cell cycle analysis showed that MM-MΦs had more S and G2/M population, relative to MΦs. **E** ELISA assay detected the concentration of VEGF in culture supernatant of murine BM-derived MФs and MM-MФs. Statistical significance was determined by two-tailed Student *t*-test between MФs and MM-MФs, **P < 0.01. **F** Culture supernatant of murine MM-MФs had higher nitric oxide concentration, relative to MΦs. Statistical significance was determined by two-tailed Student *t*-test between MФs and MM-MФs, *P < 0.05. **G** 5 T murine myeloma model was used for identifying in vivo MM-MΦ features, IVIS photos (left) and CD138 staining (right panel) of BM cells illustrated myeloma tumor burden. Results from 3 representative mice from 7 injected mice are shown. **H** MΦs from myeloma-bearing mice expressed higher CD206 than those from health mice.

### BMI1 overexpression in MM-MΦs

In our previous gene expression profiling of human peripheral blood monocyte (PBMC) derived MΦs and MM-MΦs (Supplementary table 1), we noticed a significant upregulation of BMI1 expression in MM-MΦs (Fig. 2A). RT-qPCR analysis revealed elevated BMI1 levels in murine MM-MΦs as well (Fig. 2B). Similar results were obtained from western blot analysis of murine BM-derived and human PBMC-derived MM-MΦs (Fig. 2C). Next, we used a 5 T murine myeloma model to confirm BMI1 upregulation in MM-MΦs in vivo. We then isolated MM-MΦs from the BM of tumor bearing mice, and normal MΦs from the BM of healthy mice. RT-qPCR and flow cytometry analyses revealed elevated BMI1 levels in MM-MΦs relative to normal BM MΦs (Fig. 2D, E). At last, we examined BMI1 expression in MM patients’ BM MΦs. In noncancer control patients, as previously reported^8^, there were few CD68^+^ MΦs in the BM (data not shown), which were not sufficient to determine BMI1 expression. Flow cytometry showed in control BM, BMI1 expression of CD14^+^ monocytes were quite low. BM MΦs from MM patients revealed relative higher BMI1 expression (Fig. 2F). To validate BMI1 overexpression in patient MM-MΦs, we analyzed BMI1 expression in BM sections from noncancer donors and MM patients using immunofluorescence staining and observed that relative to control BM, MM BM exhibited more MΦs with higher BMI1 levels (Fig. 2G).

**Fig. 2:**
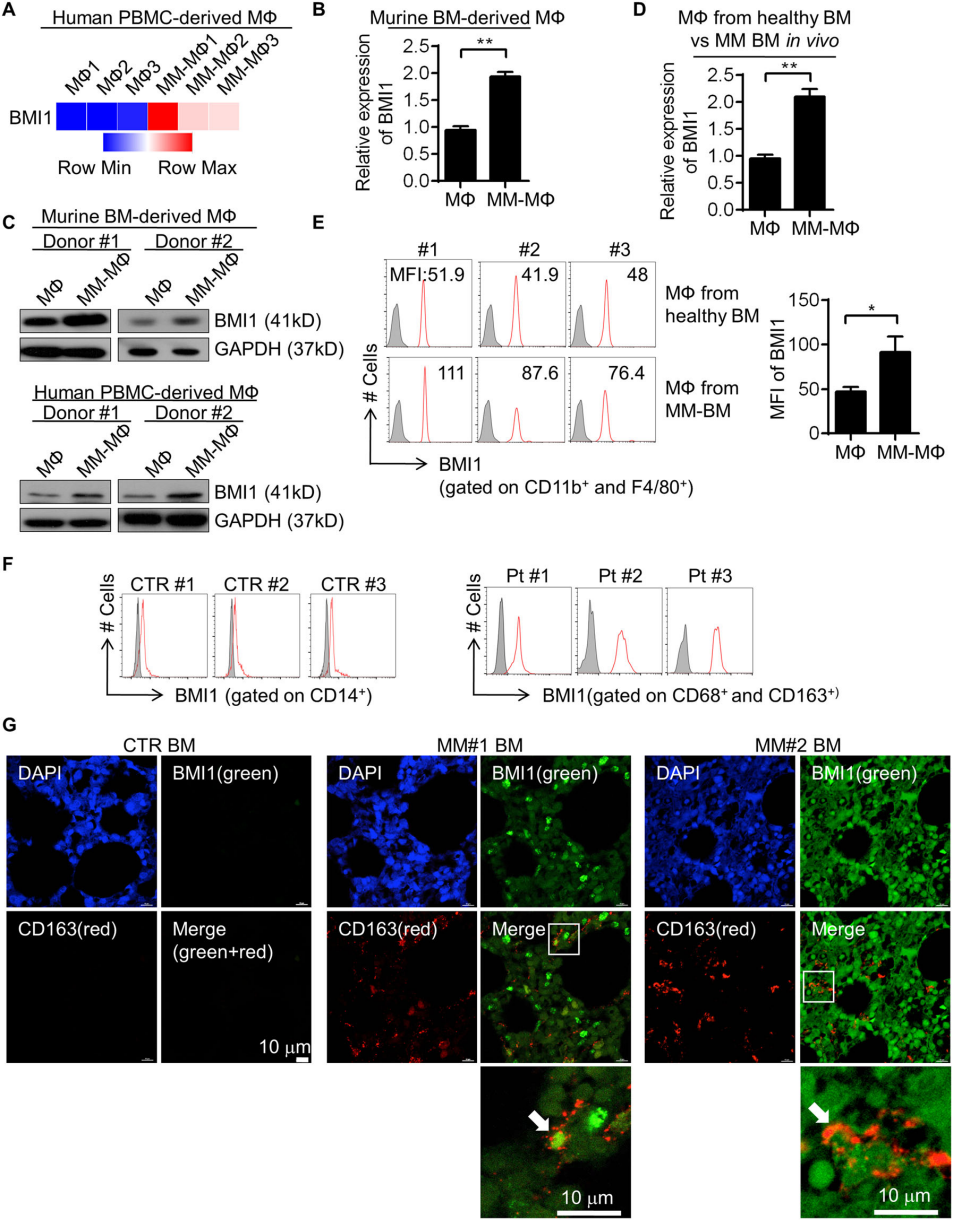
BMI1 overexpression in MM-MΦs. **A** In human peripheral blood monocytes derived MΦs and MM-MΦs, transcriptional microarray analysis showed higher expression of BMI1 in MM-MΦs. **B** In murine bone marrow derived MΦ and MM-MΦ, RT-qPCR showed relative higher BMI1 mRNA expression in MM-MΦs. Statistical significance was determined by two-tailed Student *t*-test between MФs and MM-MФs, **P < 0.01. **C** Western blot showed in both murine BM-derived and human PBMC-derived in vitro culture systems, MM-MΦs had higher BMI1 protein levels. **D** MM-MΦs from the 5T myeloma mice BM expressed higher BMI1 mRNA than MΦs from the healthy mice BM. **E** Left, flow cytometry histograms showed higher BMI1 levels in MΦs from myeloma mice BM. Right panel, statistic result of the mean fluorescence intensity (MFI) of BMI1 in MΦ and MM-MΦ. Statistical significance was determined by two-tailed Student *t*-test between MФs and MM-MФs, *P < 0.05. **F** Left, flow histograms showed the expression of BMI1 in BM CD14^+^ monocytes from 3 of 5 noncancer patients tested. Right, flow histograms showed the expression of BMI1 in BM MΦs from 3 of 5 MM patients tested. **G** Immunofluorescent staining of BM sections from 1 of 3 noncaner control donors and 2 of 5 MM patients showed more MΦs in the MM BM with higher BMI1 expression.

### Hedgehog-Myc axis regulates BMI1 overexpression in MM-MΦs

To explore mechanisms of BMI1 upregulation in MM-MΦs, we co-cultured MM cells directly with MΦs or indirectly in trans-wells and observed BMI1 upregulation in both conditions (Fig. 3A, B), suggesting that BMI1 expression in MM-MΦs is modulated by myeloma-derived soluble factors. We therefore focused on soluble factors that are capable of modulating BMI1 expression and are highly expressed in MM BM microenvironment. Myeloma cells have been reported as the main source of the Hedgehog signaling ligand, sonic hedgehog (SHH), in the BM^18^. Hedgehog has been previously reported to modulate BMI1 expression in normal and cancer contexts^19–21^. Thus, we hypothesized that MM-MΦ BMI1 upregulation was modulated by Hedgehog signaling via SHH secretion by myeloma cells. To test this possibility, we treated murine BM-derived MΦs with recombinant mouse SHH (rmSHH) and observed a significant increase in BMI1 levels upon rmSHH treatment (Fig. 3C). Since IL-6 was an important cytokine secreted by TAMs^22^, we also tested whether BMI1 could be regulated by autocrine IL-6. Murine BM-derived MΦs was treated with recombinant mouse IL-6 (rmIL-6). BMI1 level did not change upon rmIL-6 treatment (Supplementary Fig. 2A). Next, we treated MM-MΦs with GANT61 (a GLI1/GLI2 inhibitor) and cylopamine (a Smo antagonist) and observed that both Hedgehog signaling inhibitors attenuated MM co-culture-induced BMI1 elevation (Fig. 3D, E). Hedgehog signaling inhibition also suppressed MM-MΦs proliferation and angiogenic NO levels in culture supernatant (Supplementary Fig. 2B, C).

**Fig. 3:**
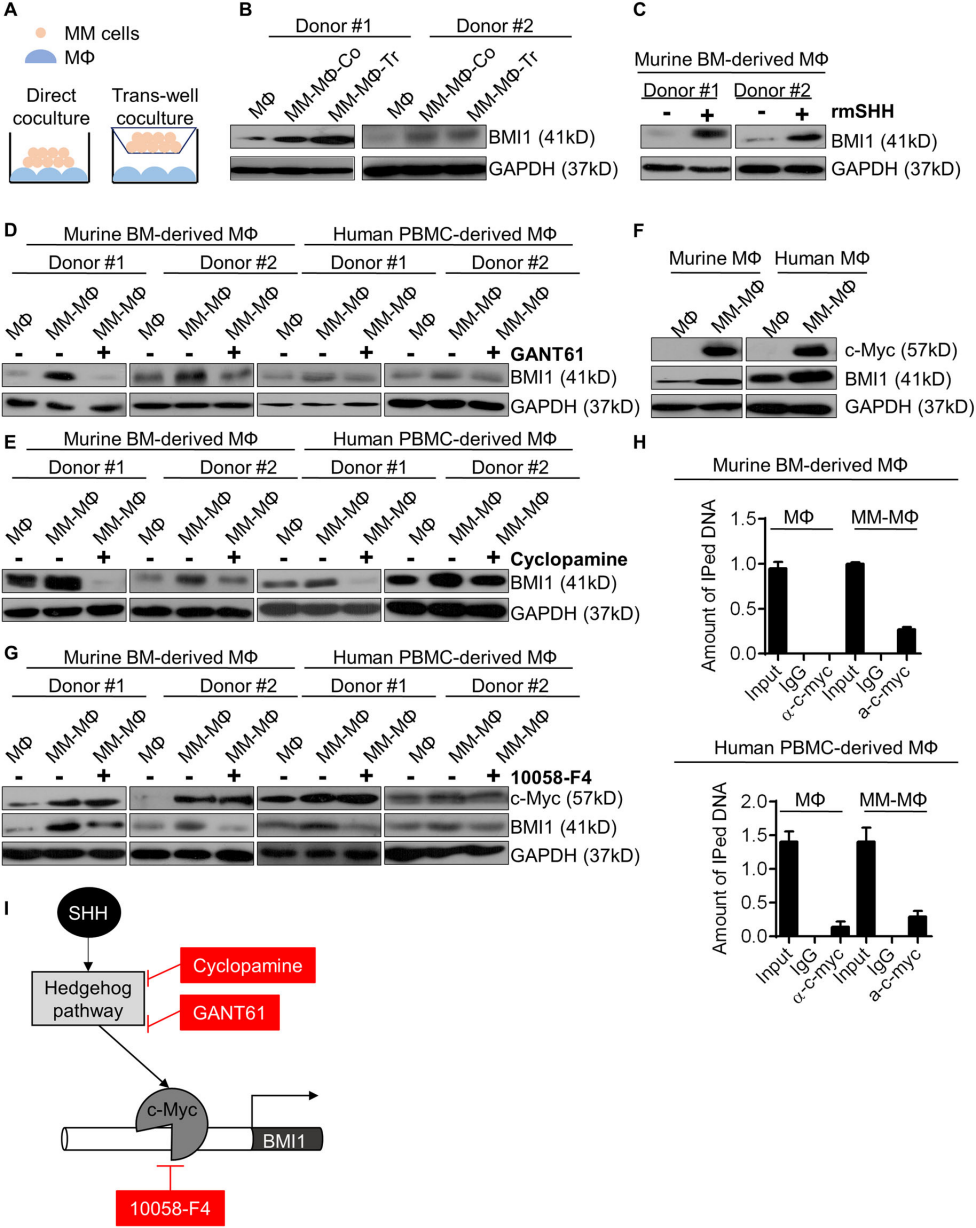
Hedgehog-Myc axis regulates BMI1 overexpression in MM-MΦs. **A** Illustration of direct and trans-well co-culture of MΦs and MM cells. **B** Western blot showed in both direct and trans-well co-culture methods, the expression of BMI1 was elevated in MM-MΦs, relative to MΦs. **C** Western blot showed that protein levels of BMI1 were increased in MΦs upon rmSHH treatment. **D** Western blot showed that the GLI1/GLI2 transcriptional activity inhibitor GANT61 suppressed expression of BMI1 in both murine BM-derived and human PBMC-derived MM-MΦs. **E** Western blot showed that the Smo antagonist Cyclopamine reduced expression of BMI1 in both murine BM-derived and human PBMC-derived MM-MΦs. **F** Western blot showed c-Myc expression was increased in both murine and human derived MM-MΦs. **G** Western blot showed that the c-Myc inhibitor 10058-F4 reduced expression of BMI1 in both murine and human MM-MΦs. **H** ChIP-qPCR showed the relative occupancy of c-Myc and IgG control to BMI1 promoter region in MΦs and MM-MΦs derived from mouse and human. **I** Schematic of Hedgehog-c-Myc axis regulates BMI1 expression in MM-MΦs.

Given BMI1 mRNA upregulation in MM-MΦ (Fig. 2B), we hypothesized that Hedgehog signaling promoted BMI1 transcription. Analysis of the BMI1 promoter region did not uncover GLI1 or GLI2 binding motifs. However, a binding motif for c-Myc, a downstream effector of Hedgehog signaling^23^ was found. C-Myc has been implicated as a modulator of MΦ polarization into TAM^24^ and is upregulated in MM-MΦs^5^. Expectedly, we observed elevated c-Myc levels in mouse and human MM-MΦs (Fig. 3F). Treating MM-MΦs with 10058-F4, a c-Myc inhibitor, suppressed BMI1 expression and reduced NO concentration in MM-MΦ culture supernatant ((Fig. 3G, Supplementary Fig. 2C). To confirm the elevated c-Myc expression in MM-MΦs was regulated by Hedgehog signaling, we treated MM-MΦs with GANT61 and found suppressed expression of c-Myc upon GANT61 treatment (Supplementary Fig. 2D). We then enforced c-Myc expression in human monocytic leukemia cell line THP-1 via lentiviral infection and stimulated the cells to differentiate into macrophage with PMA (Phorbol-12-myristate-13-acetate)^25^. The suppressive effect of GNAT61 on c-Myc was partially rescued by c-Myc overexpression (Supplementary Fig. 2E). Next, we used ChIP-qPCR analysis to test if c-Myc occupies the BMI1 promoter region in mouse and human MΦ/MM-MΦ cells. Relative to normal MΦs, MM-MΦs exhibited enhanced c-Myc binding to the BMI1 promoter (Fig. 3H). Together, these data suggested that the Hedgehog-c-Myc axis modulates BMI1 expression in MM-MΦs (Fig. 3I). MM BM microenvironment is reported to have high levels of Hedgehog ligands^18,26^, including SHH, which activates Hedgehog signaling in MΦs in MM tumor bed. Thus, Hedgehog signaling activation resulted in c-Myc overexpression, which in turn promoted BMI1 expression.

### BMI1 regulates MM-MΦ proliferation

To investigate BMI1 functions in MM-MΦs, we generated an inducible BMI1-knockout mouse strain (BMI1^fl/fl^ Mx1-Cre) (Fig. 4A). BMI1^fl/fl^ mice receiving poly I:C were considered the wild-type (wt) control group, while BMI1^fl/fl^ Mx1-Cre mice receiving poly I:C formed the BMI1-knockout (BMI1-KO) group. BMI1-knockout efficiency was verified using western blot analysis of cell lysates from wt or BMI1-KO mice derived BM MΦs. Next, we generated MΦs and MM-MΦs from wt or BMI1-KO mice BM cells. Flow cytometry analysis showed that relative to wt BM-derived MΦs, MΦs and MM-MΦs derived from BMI1-KO cells expressed similar levels of F4/80 and CD11b (Supplementary Fig. 3A), indicating that BMI1-KO MΦs expressed characteristic MΦ markers. Relative to BMI1-KO MΦs, BMI1-KO MM-MΦs exhibited elevated CD206 levels. However, CD206 elevation was not as high as in wt MM-MΦs (Fig. 4B), implicating BMI1 involved in the differentiation from MΦs to MM-MΦs. Additionally, BMI1-KO MM-MΦs exhibited higher population with M1 macrophage markers, MHC-II, than wt MM-MΦs^27^ (Supplementary Fig. 3B).

**Fig. 4:**
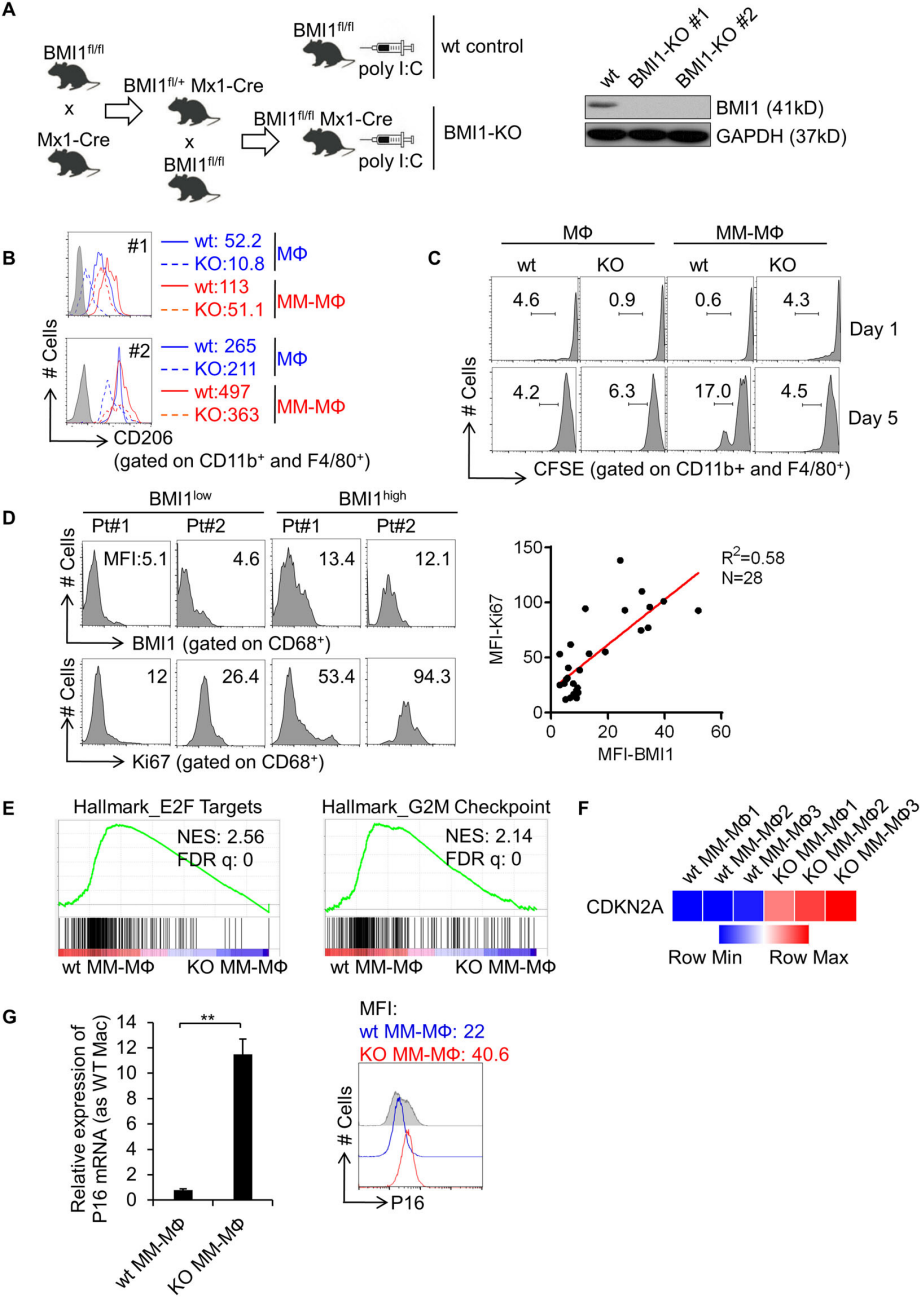
BMI1 regulates MM-MΦs proliferation. **A** Left schematic shows the cross-breedings performed to generate BMI1^fl/fl^Mx1-Cre mice and inducible Cre-mediated disruption of BMI1 in BMI1^fl/fl^Mx1-Cre mice after poly I:C administration. BMI1^fl/fl^ mice received poly I:C were designated as wild-type (wt) controls. Western blot showed the disruption of BMI1 protein in MΦs from BMI1-KO mice after poly I:C administration (right panel). **B** Flow cytometry analyzed the expression of CD206 on the surface of cultured MΦs and MM-MΦs from wt control or BMI1-KO mice. MFI of CD206 indicated for each sample. **C** CFSE cell proliferation assay indicated the knockout of BMI1 in MM-MΦs impaired their proliferation capacity. **D** Flow cytometry analyzed BMI1 and Ki67 expression of MΦs from BM aspirates of 28 MM patients. Left, histograms of BMI1 and Ki67 expression of 2 representative patients with relative lower or higher BMI1 expression. Right panel, the co-expression pattern of BMI1 and Ki67 was showed in dot plots. The correlation was analyzed by linear regression with R square calculated. **E** The RNA-seq data of murine BM-derived MM-MΦs from wt and BMI1-KO mice were analyzed with GSEA, showing enrichment of Hallmark E2F targets and G2M checkpoint pathways in wt MM-MΦs. **F** Heatmap illustrated the RNA-seq data of CDKN2A, showing significant upregulation of CDKN2A in BMI1-KO MM-MΦs. **G** RT-qPCR showed the mRNA expression of P16 was significantly higher in BMI1-KO MM-MΦs, relative to wt MM-MΦs (left column). Flow cytometry showed the protein level of P16 was increased in BMI1-KO MM-MΦs (right panel). **p < 0.01 (Student’s *t*-test, comparing 2 samples, error bars are SD).

As discussed earlier, MM-MΦs were significantly more proliferative than normal MΦs, which exhibited limited cell division as terminal differentiated cells. The proliferative potential of MM-MΦs may be critical as it contributes to increased MM-MΦs numbers in the tumor bed. Cell proliferation assays revealed impaired BMI1-KO MM-MΦs proliferation (Fig. 4C). Next, analysis of MM-MΦs from 28 MM patients revealed that the MM-MΦs with high BMI1 levels also had high Ki67 indexes, an indicator of elevated cell proliferation. Linear regression analysis showed positive correlation between MM-MΦs BMI1 and Ki67 expression levels (R^2^ = 0.58) (Fig. 4D), suggesting an association between elevated BMI1 expression and increased macrophage proliferation in MM patients.

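Bmi1, the Polycomb gene targeted in these mice, had 251, 263 and 321 counts in the wt MΦ libraries and 325, 281 and 364 counts in the wt MM-MΦ libraries. It was listed at 0 in all 6 BMI1-KO libraries. The floxed exons 4 to 8 hold 355 (9.88%) of the 3594 exonic bases of Bmi1, which lies on chromosome 2 of GRCm38 from 18677018 to 18686629. Commd3, the gene next to Bmi1, had 1401 counts in wt MM-MΦs and 1658 counts in BMI1-KO MM-MΦs (log2 fold change 0.28, SE 0.15, edgeR adjusted p = 0.999). The library total behind the deposited FPKM values, bounded by their rounding, lay within −2 to 1 counts of the summed counts in the 6 wt libraries. In the 6 BMI1-KO libraries that total exceeded the summed counts by 512 to 735, so that counts of at least 1 feature are missing from these tables and it is open whether the zeros of Bmi1 were measured.
Bone marrow of BMI1fl/fl mice (wt) and of BMI1fl/fl Mx1-Cre mice (BMI1-KO) was taken 4 weeks after 5 doses of poly I:C (15 mg/kg). MΦs were grown with 5 ng/mL M-CSF for 7 days, MM-MΦs were co-cultured with 5TGM1 myeloma cells for 48 h, and sorted CD11b+ F4/80+ cells were sequenced. Each of the 4 groups had 3 libraries, and 14197 genes passed the filter on low counts. Whether the replicates came from separate mice is not stated, so the p-values measure only the spread between these samples. The second principal component, with 16.5% of the variance, separated the wt libraries (18.6 to 35.5) from the BMI1-KO libraries (−36.4 to −17.1). On the first component, with 36.4% of the variance, the 4 libraries numbered replicate 3 lay at 35.3 to 58.8 and the 4 numbered replicate 1 at −55.2 to −31.6.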

Next, we evaluated gene expression profiles in wt MM-MΦ vs BMI-KO MM-MΦ. 

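Many E2F target genes encode the DNA replication machinery, and G2M checkpoint genes act around entry into mitosis. Both lists had lower RNA levels in BMI1-KO MM-MΦs than in wt MM-MΦs by the test of each list. This direction turned when wt MM-MΦ replicate 3 was left out and BMI1-KO MM-MΦ replicate 3 was kept. Replicate 3 had the highest E2F mean in all 4 groups, so that fit mixes replicate number with genotype. For numbers 1 to 3 the E2F mean log2 CPM was 3.877, 4.335 and 5.587 in wt and 3.384, 4.399 and 4.726 in BMI1-KO MM-MΦs. Neither list passed with an estimated correlation (adjusted p = 0.931 with an estimated correlation for both). Among 196 E2F target genes tested, 182 had a log2 fold change below 0, with a median of −0.47. Among 192 G2M checkpoint genes tested, 152 lay below 0, with a median of −0.33. Without wt MM-MΦ replicate 3 the medians were 0.19 (adjusted p = 0.496) and 0.12 (adjusted p = 0.685), and without BMI1-KO MM-MΦ replicate 1 they were −0.28 (adjusted p = 0.726) and −0.21 (adjusted p = 0.996). Mki67, the gene of the proliferation marker Ki67, had 2494, 2793 and 13180 counts in the wt MM-MΦ libraries and 1277, 2743 and 3878 in the BMI1-KO MM-MΦ libraries, a log2 fold change of −1.16 (SE 0.76, edgeR adjusted p = 0.999), and of −0.08 without wt MM-MΦ replicate 3.
The member with the smallest adjusted p among the E2F target genes was Tfrc, the transferrin receptor, at −0.74 (SE 0.21, edgeR adjusted p = 0.508). Cks2, a subunit of cyclin-dependent kinases, had a log2 fold change of −0.99. Srsf1, a splicing factor, was at −2.32 with at most 49 counts in a library. Kmt5a, a histone methyltransferase in the G2M list, was at −0.59 (SE 0.12, edgeR adjusted p = 0.195) and Pura, a DNA-binding protein, at 0.44 (SE 0.13, edgeR adjusted p = 0.576). No member of the E2F list passed edgeR, over all genes or adjusted over the list alone (0 of 196, with 3 at an unadjusted p under 0.05 and 0 by DESeq2 and by limma-voom). In the G2M list 0 of 192 passed edgeR in either way, with 7 at an unadjusted p under 0.05, 1 by DESeq2 (Kmt5a) and 0 by limma-voom. S phase genes had a median of −0.83 (41 of 42 below 0, camera adjusted p = 0.000873), G2 and M phase genes one of −0.93 (52 of 53 below 0, camera adjusted p = 0.00094) and replication-dependent histone genes one of −1.20 (49 of 49 below 0, camera adjusted p = 1.61e-05). None of the 3 passed with an estimated correlation (adjusted p = 0.931 with an estimated correlation for each) or by library means (exact permutation test, two-sided p = 0.6, 0.6 and 0.5). Each of these 3 lists also lost its call without wt MM-MΦ replicate 3, with medians of 0.22 (adjusted p = 0.891), 0.29 (adjusted p = 0.891) and 0.18 (adjusted p = 0.491), and without BMI1-KO MM-MΦ replicate 1, with medians of −0.45 (adjusted p = 0.467), −0.45 (adjusted p = 0.996) and −0.77 (adjusted p = 0.416).
With a preset correlation of 0.01, camera gave an adjusted p of 3.75e-05 for the E2F list and of 0.00753 for the G2M list, and both lists lost this call with an estimated correlation, as given above. The mean log2 CPM over the E2F target genes was 4.17 ± 0.700 (SD, n = 3) in BMI1-KO MM-MΦs and 4.60 ± 0.885 in wt MM-MΦs (exact permutation test, two-sided p = 0.6, where 0.1 is the smallest that 3 libraries against 3 allow). Over the G2M checkpoint genes it was 4.92 ± 0.617 and 5.27 ± 0.689 (exact permutation test, two-sided p = 0.6). Without the 4 libraries numbered replicate 3, a setting chosen after seeing the data, the medians were −0.07 (adjusted p = 0.173) and −0.06 (adjusted p = 0.335).

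**Figure D1:**
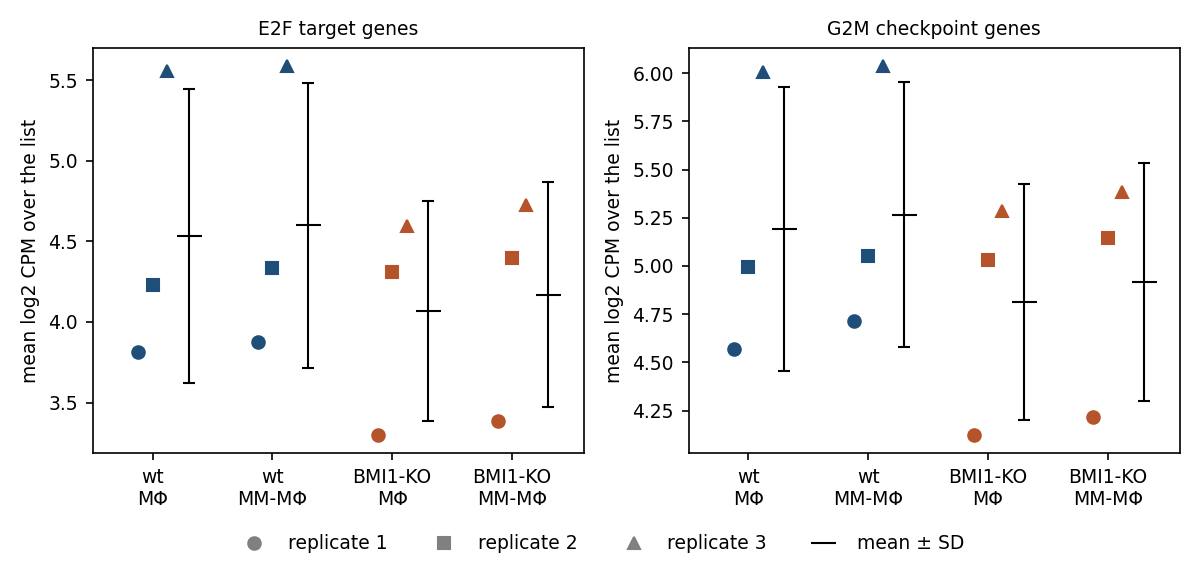
Mean log2 CPM over the E2F target genes and over the G2M checkpoint genes in each library (y axis) of the 4 groups (x axis, wt in blue and BMI1-KO in orange), with circles, squares and triangles for replicates 1, 2 and 3 and black lines for the mean ± SD. In MM-MΦs the wt libraries span 3.88 to 5.59 and the BMI1-KO libraries 3.38 to 4.73 for the E2F target genes, and wt replicate 3 lies above all others.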

Pathway enrichment analysis revealed that the Hallmark E2F targets and G2M checkpoint pathways^28,29^ were impaired in BMI1-KO MM-MΦs (Fig. 4E), suggesting their impairment as the molecular basis for the reduced proliferation seen in BMI1-KO MM-MΦs. 

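Cdkn2a, which encodes the cell cycle inhibitor p16Ink4a and p19Arf, rose in BMI1-KO MM-MΦs. Its counts were 0, 0 and 1 in the wt MM-MΦ libraries and 108, 159 and 230 in the BMI1-KO MM-MΦ libraries. Of the other cyclin-dependent kinase inhibitor genes, Cdkn2b, which encodes p15Ink4b beside Cdkn2a, had a log2 fold change of 2.70 (SE 0.62, edgeR adjusted p = 0.263) and passed when adjusted over the list alone (adjusted p = 0.0036). Cdkn1a, which encodes p21, was at 0.21 (SE 0.12) and Cdkn1b, which encodes p27, at −0.34 (SE 0.20), each with an edgeR adjusted p of 0.999.
The log2 fold change of Cdkn2a was 8.51 (SE 0.83, adjusted p = 0.00205 from edgeR's quasi-likelihood test), at 16.0 ± 4.55 CPM (SD, n = 3) in BMI1-KO MM-MΦs and 0.029 ± 0.051 CPM in wt MM-MΦs. Summed over the libraries, 497 counts stood against 1, a ratio of 505 with a 95% counting interval of 90.3 to 20002, an interval that covers counting error and no other source of spread. Leaving out any 1 of the 6 libraries left the call in place (log2 fold change of at least 8.08, adjusted p up to 0.0325). The highest fitted value, 10.36 without wt MM-MΦ replicate 3, stands against wt counts of 0 and 0, so its size is not measured. Counts per gene do not separate the transcripts of p16Ink4a from those of p19Arf, whose gene lies on chromosome 4 from 89274471 to 89294653. Among 7 cyclin-dependent kinase inhibitor genes tested, 1 rose over all genes and 2 when adjusted over the list alone, while the median was −0.10 and the mean 1.13. The list passed camera as higher (adjusted p = 0.0392), not with an estimated correlation (adjusted p = 0.438 with an estimated correlation) and not in 5 of 6 fits that leave out 1 library (adjusted p = 0.081 without wt MM-MΦ replicate 1, 0.0557 without wt MM-MΦ replicate 2, and 0.0639, 0.103 and 0.067 without BMI1-KO MM-MΦ replicates 1, 2 and 3). In the list of Polycomb repressive complex 1, 1 of 21 genes was lower, Bmi1 itself. This list had a median of 0.06, a mean of −0.45 (0.099 without Bmi1, whose zeros may not have been measured) and a camera adjusted p of 0.712 as higher.

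**Figure D2:**
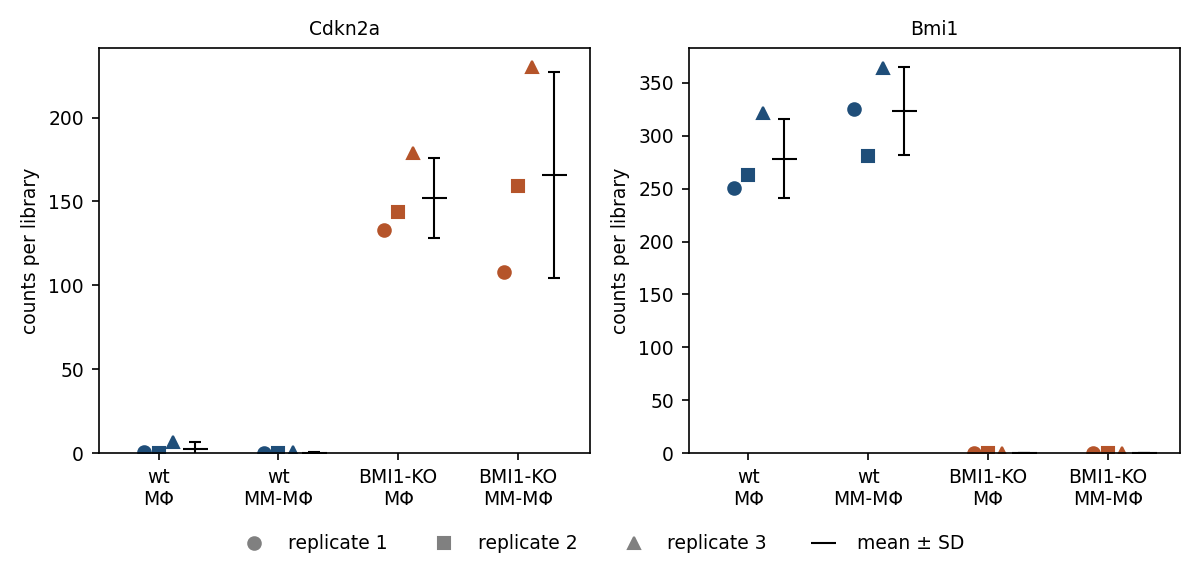
Counts per library (y axis, from 0) of Cdkn2a and of Bmi1 in the 4 groups (x axis, wt in blue and BMI1-KO in orange), with circles, squares and triangles for replicates 1, 2 and 3 and black lines for the mean ± SD. Cdkn2a lies at 108 to 230 in the 6 BMI1-KO libraries and at 0 to 7 in the 6 wt libraries.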

Our gene expression analyses revealed CDKN2A expression to be significantly upregulated in BMI1-KO MM-MΦs (Fig. 4F). CDKN2A has been reported as a BMI1 target gene. The CDKN2A-encoded p16 protein inhibits the cell cycle by repressing cyclin D binding to Cdk4/6^30^. Our data revealed p16 mRNA and protein upregulation in BMI1-KO MM-MΦs (Fig. 4G). Together, our data suggest that BMI1 is required for MM-MΦs proliferation and that BMI1 downstream factors like CDKN2A (p16), may modulate MM-MΦ cell cycle.

### BMI1 regulates pro-angiogenic function of MM-MΦs

TAMs have been shown to promote tumor angiogenesis in many cancers^3,22^. As aforementioned, MM-MΦs had elevated VEGF and NO expression (Fig. 1E, F), both of which mediate angiogenesis in the tumor microenvironment. Western blot analysis revealed elevated VEGF and MMP2^31^ in MM-MΦs (Fig. 5A) but not in BMI1-KO MM-MΦs (Fig. 5B). Additionally, VEGF and NO were also significantly reduced in BMI1-KO MM-MΦs culture supernatant (Fig. 5C, D). Pathway enrichment analysis showed negative modulators of blood vessel endothelial cell migration to be enriched in BMI1-KO MM-MΦs (Fig. 5E). Together, these results suggest that BMI1 elevation promotes angiogenic MM-MΦs.

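Genes that restrain endothelial cell migration did not pass the test as a list between BMI1-KO and wt MM-MΦs. This does not show that they were unchanged. Dll4, a Notch ligand that limits vessel sprouting, had a log2 fold change of 3.67 (SE 1.43, edgeR adjusted p = 0.844). Its size is uncertain, as it ran from 2.72 to 7.26 over 16 alternatives, of which 0 passed. Thbs1, which encodes the angiogenesis inhibitor thrombospondin 1, was at 1.07 (SE 0.70), Jup, a junction protein, at 0.47 (SE 0.29) and Hdac5, a histone deacetylase, at 0.27 (SE 0.12), with edgeR adjusted p of 0.992 to 0.999. Among pro-angiogenic genes, Mmp9, a secreted gelatinase, was at 3.10 (SE 0.62, edgeR adjusted p = 0.183), Pdgfb, a growth factor for pericytes, at 0.83 (SE 0.22, edgeR adjusted p = 0.43) and Mmp12, the macrophage elastase, at −1.99 (SE 0.52, edgeR adjusted p = 0.43). These 3 genes passed when adjusted over the list alone (adjusted p = 0.0097 for Mmp9 and 0.025 for Pdgfb and for Mmp12).
Of 38 negative regulators of endothelial cell migration 27 were tested, and 12 lay above 0 and 15 below. None passed edgeR, over all genes or adjusted over the list alone (0 of 27, with 2 at an unadjusted p under 0.05 and 0 by DESeq2 and by limma-voom). The median was −0.05, the mean 0.15 and the direction of the camera test upward (adjusted p = 0.606, and 0.162 to 0.979 over 13 alternatives). Without any 1 of the 6 libraries the median lay above 0 (0.0046 to 0.076). The mean log2 CPM of the list was 5.15 ± 0.0519 (SD, n = 3) in BMI1-KO MM-MΦs and 5.05 ± 0.158 in wt MM-MΦs (exact permutation test, two-sided p = 0.4). Among 27 pro-angiogenic genes tested, 0 passed edgeR over all genes (4 at an unadjusted p under 0.05, 2 by DESeq2 and 0 by limma-voom) and the median was 0.06 (camera adjusted p = 0.402). Spp1, which encodes osteopontin and belongs to the same list, was at 0.71 (SE 0.32, edgeR adjusted p = 0.992). From its enrichment result (Fig. 5E), together with its measurements of VEGF, MMP2 and NO, the paper proposes that raised BMI1 promotes angiogenic MM-MΦs.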

**Fig. 5:**
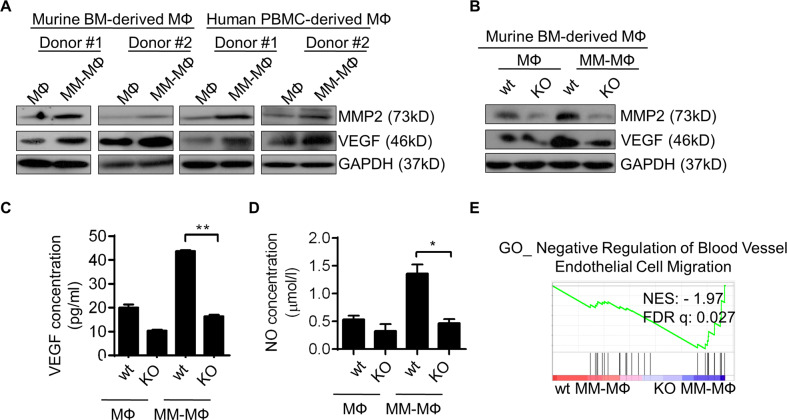
BMI1 regulates pro-angiogenic function of MM-MΦs. **A** Western blot showed the increased expression of MMP2 and VEGF in MM-MΦs derived from both mice and human, relative to MΦs. **B** Western blot showed that knockout of BMI1 impaired the expression of MMP2 and VEGF in MM-MΦs. **C** ELISA assay detected the concentration of VEGF in culture supernatant of murine BM-derived MФs and MM-MФs from wt or BMI1-KO mice. Statistical significance was determined by two-tailed Student *t*-test between wt and BMI1-KO MM-MФs, **P < 0.01. **D** BMI1 knockout lowered the levels of NO in culture supernatant of MM-MФs. Statistical significance was determined by two-tailed Student *t*-test between wt and BMI1-KO MM-MФs, *P < 0.05. **E** GSEA of RNA-seq data showed the enrichment of genes negatively regulating blood vessel endothelial cell migration in BMI1-KO MM-MФs.

### MM-MΦs-conferred myeloma chemoresistance requires BMI1 overexpression

We have previously shown that MM-MΦs in the myeloma microenvironment induce drug resistance of myeloma cells^8,9^. To test if BMI1 influences MM-MΦs related chemoresistance, we treated murine MM 5TGM1 cells alone or co-cultured with wt or BMI1-KO MΦs, with bortezomib or melphalan. Apoptosis assays showed that MM cells co-cultured with wt MΦs were most resistant to the drugs, while resistance was suppressed upon BMI1 knockout (Fig. 6A). Western blot showed that wt MΦs-protected MM cells had less PARP and caspase-3 fragmentation, while BMI1-KO MΦs-protected MM cells exhibited significantly higher cell death (Fig. 6B). Analysis of cell survival signaling in MM cells co-cultured with wt or BMI1-KO MΦs showed that MM cells co-cultured with wt MΦs had elevated levels of pAkt, pS6 and antiapoptotic Mcl-1, and reduced levels of the cell cycle inhibitors p21 and p27. The aforementioned cell signaling changes were minor or unchanged in cells co-cultured with BMI1-KO MΦs (Fig. 6C), suggesting that BMI1-KO MΦs do not stimulate MM cell survival signaling. To elucidate BMI1 downstream factors that regulate MM-MΦ-mediated chemoresistance, we used RNA-seq for differential gene expression analysis in wt MM-MΦs vs BMI1-KO MM-MΦs and compared the differential expressed genes with GO term cellular component genesets on MSigDB^28^. This analysis suggested that the cell surface molecule components were impaired in BMI1-KO MM-MΦs (Fig. 6D). 

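Bmpr1a, a receptor for bone morphogenetic proteins, rose in BMI1-KO MM-MΦs, with a log2 fold change of 4.01 (SE 0.34, edgeR adjusted p = 0.000755). Igf2bp3, an RNA-binding protein, rose by 3.30 (SE 0.49, edgeR adjusted p = 0.0422) and B3galt5, a galactosyltransferase, by 3.05 (SE 0.45, edgeR adjusted p = 0.0422). Cdc42bpa, a kinase that acts on the cytoskeleton, rose by 2.33 (SE 0.28) and Gdpd5, a glycerophosphodiester phosphodiesterase, by 1.51 (SE 0.18), each with an edgeR adjusted p of 0.00927. Crip1, a LIM domain protein, fell, with a log2 fold change of −1.33 (SE 0.19, edgeR adjusted p = 0.0422).
These genes, Cdkn2a and Bmi1 were among the 9 genes past an edgeR adjusted p of 0.05, 7 higher and 2 lower in BMI1-KO MM-MΦs, and in each of the 9 the 3 libraries of one genotype did not overlap the 3 of the other. An unadjusted p under 0.05 was found for 712 genes, where 710 are due by chance, and 1257 genes (8.85%) had libraries that did not overlap, where chance gives 10%. The model leaves the replicate number in the spread. In MM-MΦs against MΦs the same count was 282 in wt and 418 in BMI1-KO cells, although 13 and 27 genes passed there. A count near 710 therefore does not show that genotype had no effect. DESeq2 called 89 genes, 51 higher and 38 lower, and edgeR 4 with only the 6 libraries compared. With the replicate number as a block over all 4 groups, a pairing that the design does not give, edgeR called 181. The call of Bmpr1a held without any 1 of the 6 libraries (adjusted p up to 0.00698). Igf2bp3, B3galt5 and Crip1 lost theirs without each of the 6, wt and BMI1-KO MM-MΦ replicates 1 to 3 in turn (adjusted p = 0.0505 to 0.238), and Cdc42bpa and Gdpd5 without 3 of the 6 (adjusted p up to 0.097).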

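MHC-II genes, which present antigen to T cells, were lower in BMI1-KO MM-MΦs by the test of the list with a preset correlation (camera adjusted p = 3.75e-05), while the cell surface genes as a whole did not pass it. The MHC-II list did not pass with an estimated correlation (adjusted p = 0.438 with an estimated correlation), and its mean log2 CPM was 2.2 ± 0.59 (SD, n = 3) in BMI1-KO MM-MΦs and 3.6 ± 1.1 in wt MM-MΦs (exact permutation test, two-sided p = 0.2). H2-Ab1 and H2-Aa, the chains of I-A, had log2 fold changes of −2.56 (SE 0.73) and −2.74 (SE 0.99), and Cd74, the invariant chain, one of −2.03 (SE 0.73), with edgeR adjusted p of 0.508, 0.76 and 0.765. All 8 MHC-II genes tested lay below 0, with a median of −2.0, and these 3 passed when adjusted over the list alone. Clec4a2, a C-type lectin receptor, was at −0.93 (SE 0.20, edgeR adjusted p = 0.217) and passed when adjusted over the lectin list alone (adjusted p = 0.022). Itgax, which encodes CD11c, was at −3.13 (SE 0.86), Slamf8, a receptor of the SLAM family, at −3.08 (SE 0.85) and Emb, an adhesion protein, at −0.63 (SE 0.18), each with an edgeR adjusted p of 0.496.
Of 166 cell surface genes tested, from 8 lists with 208 genes, 90 lay below 0 and 76 above, with a median of −0.03, a mean of −0.15 and a camera p of 0.304. Their mean log2 CPM was 6.10 ± 0.184 (SD, n = 3) in BMI1-KO MM-MΦs and 6.26 ± 0.289 in wt MM-MΦs (exact permutation test, two-sided p = 0.4). Of the 9 genes called by edgeR 0 were among them (Fisher's exact test, two-sided p = 1), which decides nothing, as 0.105 were due by chance and the lists leave out Bmpr1a, a receptor that was called. At an unadjusted p under 0.05, 11 of them were lower and 6 higher, while DESeq2 called 3, all lower (Clec4a2, Slamf8 and H2-Ab1), and limma-voom 0. The direction turned without wt MM-MΦ replicate 1 (median 0.09, camera p of 0.125) and without BMI1-KO MM-MΦ replicate 3 (0.02, camera p of 0.847), and the list passed as lower without wt MM-MΦ replicate 3 (−0.16, camera p of 0.00119) and without BMI1-KO MM-MΦ replicate 1 (−0.14, camera p of 0.0441). In preranked enrichment the cell surface genes had a normalized enrichment score of −1.47 (fgsea adjusted p = 0.0359). It was −1.55 (fgsea adjusted p = 0.0153) with only the 6 libraries compared and −1.935 (fgsea adjusted p = 0.0028) without wt MM-MΦ replicate 3. It turned to 1.56 (fgsea adjusted p = 0.00373) without wt MM-MΦ replicate 1. It did not pass without BMI1-KO MM-MΦ replicate 2 or 3 (−1.25 and −1.04). For numbers 1 to 3 the mean log2 CPM was 6.53, 6.29 and 5.96 in wt and 6.28, 6.12 and 5.91 in BMI1-KO MM-MΦs, although no pairing was assumed. Of the single surface lists, MHC-II (−1.96, fgsea adjusted p = 0.00461) and lectins and scavenger receptors (−1.62, fgsea adjusted p = 0.0414) passed preranked enrichment as lower. The lectin list did not pass without wt MM-MΦ replicate 1 (−1.15, fgsea adjusted p = 0.37). It also did not pass without BMI1-KO MM-MΦ replicate 2 (−1.45, fgsea adjusted p = 0.109) or 3 (−1.26, fgsea adjusted p = 0.365). MHC-II was the only surface list that passed camera, and the medians of the others were −0.21 for lectins and scavenger receptors (adjusted p = 0.109), −0.11 for costimulatory and checkpoint ligands (0.686), −0.05 for MHC-I (0.606), 0.02 for integrins and adhesion (0.82), 0.07 for Fc, complement and cytokine receptors (0.25), 0.07 for Toll-like receptors (0.689) and 0.16 for chemokine receptors (0.525), each with its camera adjusted p. From its comparison with the cellular component sets (Fig. 6D), the paper proposes that cell surface components were impaired in BMI1-KO MM-MΦs.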

Our previous work suggested that MΦ-conferred MM chemoresistance was mediated by cell surface molecule interaction between MΦs and MM cells, thus direct cell contact between the two cell types may be needed to boost MM chemoresistance^8,9^. Therefore, BMI1-KO MM-MΦs may have lost cell surface expression of some key factors, impairing their ability to stimulate MM survival. 

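Lgals3, the gene of the galactose-binding lectin Galectin-3, had lower counts in every BMI1-KO library than in every wt library of MM-MΦs, but its difference did not pass the test. Its counts were 20974, 24253 and 13195 in the wt MM-MΦ libraries and 10767, 10102 and 10058 in the BMI1-KO MM-MΦ libraries. This was 1920 ± 692 CPM (SD, n = 3) against 1019 ± 123 CPM (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow). The log2 fold change of Lgals3 was −0.91 (SE 0.32, edgeR adjusted p = 0.749), and −1.16 to −0.67 when 1 of the 6 libraries was left out (adjusted p = 0.456 to 0.999). In MΦs without myeloma cells Lgals3 had 23944, 21138 and 14292 counts in the wt libraries and 12378, 12673 and 8901 in the BMI1-KO libraries, a log2 fold change of −0.81 (SE 0.32, edgeR adjusted p = 0.794). Lgals3 lies on chromosome 14 from 47367751 to 47386160.

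**Figure D3:**
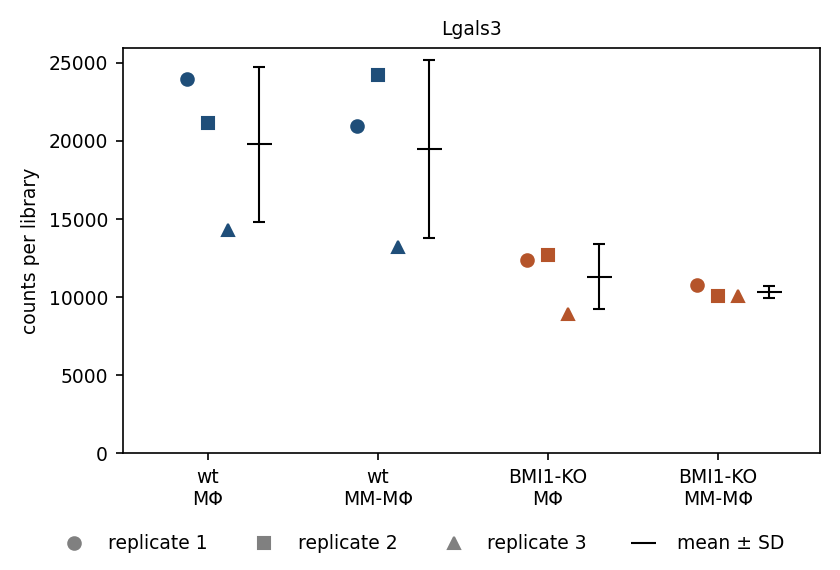
Counts of Lgals3 per library (y axis, from 0) in the 4 groups (x axis, wt in blue and BMI1-KO in orange), with circles, squares and triangles for replicates 1, 2 and 3 and black lines for the mean ± SD. The 6 BMI1-KO libraries lie at 8901 to 12673 and the 6 wt libraries at 13195 to 24253.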

Of the candidate cell surface genes, we decided to further analyze LGALS3, which encodes Galectin-3 and is reported to modulate TAM functions^32,33^. LGALS3 is also implicated in MM and BM microenvironment interplay^34^. RT-qPCR and western blot analyses revealed significantly reduced Galectin-3 levels in BMI1-KO MM-MΦs (Fig. 6E).

**Fig. 6:**
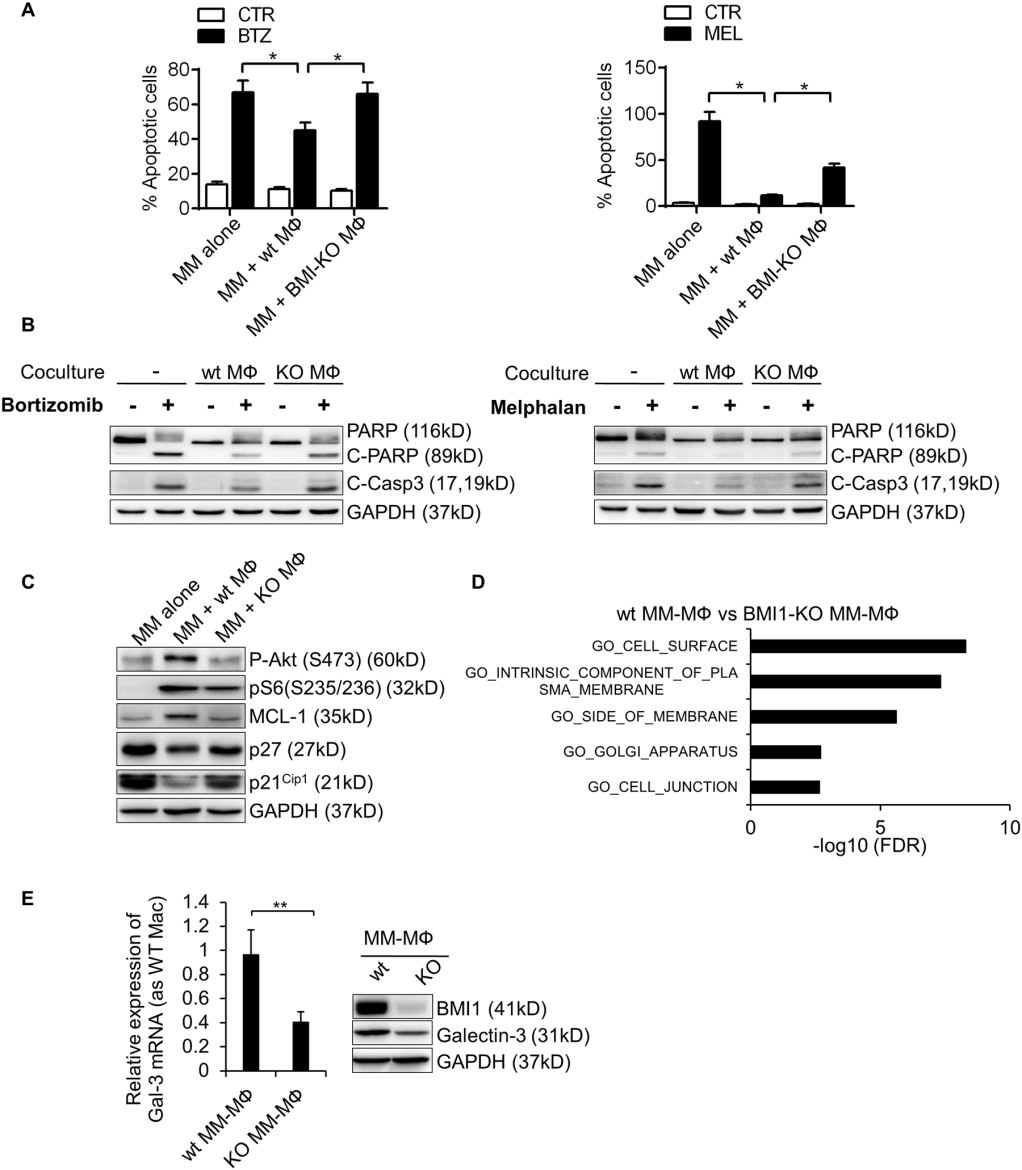
MM-MΦs-conferred myeloma chemoresistance requires BMI1 overexpression. **A** The apoptotic rate of 5TMG1 cells treated with indicated drugs alone or with wt MФs or BMI1-KO MФs for 24 h. Statistical significance was determined by two-tailed Student *t*-test between drug treated 5TGM1 cells cultured alone and with wt MM-MФs, or between drug treated 5TGM1 cells cultured with wt MM-MФs and with BMI1-KO MM-MФs, *P < 0.05. **B** Western blot showed the activation status of apoptotic protein PARP and Capase-3 of 5TGM1 cells treated with indicated drugs alone or with wt or BMI1-KO MФs for 24 h. **C** Western blot showed the protein expression or phosphorylation changes of 5TGM1 cells cultured alone or with wt or BMI1-KO MФs. **D** Pathway enrichment of differential regulated genes from RNA-seq data of wt vs BMI1-KO MM-MФs, comparing with GO cellular component genesets. **E** RT-qPCR showed the mRNA expression of Galectin-3 was decreased in BMI1-KO MM-MФs, relative to wt MM-MΦs (left column). Western blot showed the protein level of Galectin-3 was lower in BMI1-KO MM-MФs (right panel). Statistical significance was determined by two-tailed Student *t*-test between wt and BMI1-KO MM-MФs, **P < 0.01.

Taken together, these data indicate that BMI1 regulates MM-MΦs-mediated chemoresistance of MM cells. BMI1 upregulation in MM-MΦs is critical for some cell surface molecules expression, including Galectin-3. These surface molecules may mediate crosstalk between MM-MΦs and MM cells, and activate cell survival signaling in MM cells.

### BMI1 regulates MM-MΦ’s pro-myeloma functions in vivo

To evaluate BMI1 functions in MM-MΦs in vivo, we established a murine MM xenograft model in severely immunodeficient mice (Fig. 7A). MΦs and MM cells were subcutaneously inoculated into the mice and the pro-myeloma functions of BMI1 in MM-MΦs examined. Flow cytometry was used to measure the population of MM-MΦs in the tumor bed 7 days after inoculation. Mice bearing MM with wt MΦs had more MM-MΦs in tumor beds relative to those bearing MM with BMI1-KO MΦs, implying higher proliferation of wt MM-MΦs in vivo (Fig. 7B). Tumor volume and circulating monoclonal protein measurement revealed significantly faster tumor growth in mice bearing MM with wt MM-MΦs relative to mice bearing MM with BMI1-KO MM-MΦs (Fig. 7C). Moreover, relative to BMI1-KO MM-MΦs, MM with wt MM-MΦs tumors exhibited significantly higher levels of CD34, an endothelial cell marker^35^, indicating greater angiogenesis (Fig. 7D). Taken together, these data show that BMI1 drives the pro-myeloma functions of MM-MΦs in vivo.

**Fig. 7:**
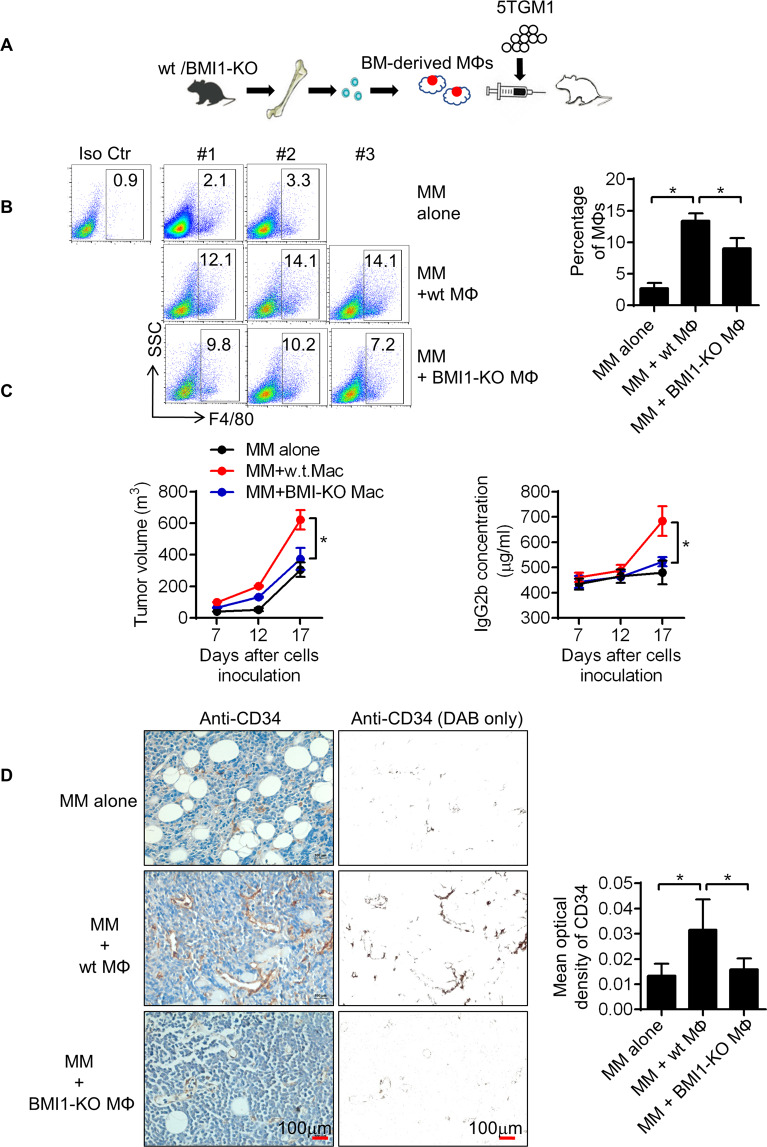
BMI1 regulates MM-MΦ’s pro-myeloma functions in vivo. **A** Schematic displayed that 5TGM1 cells were injected subcutaneously into the B-NDG mice alone or with BM-derived MΦs from wt or BMI1-KO mice. **B** Flow cytometry showed the proportion of MΦs in the subcutaneous tumor beds 7 days after inoculation (Left panel). Tumors with wt MΦs had the most MΦs in tumor beds (right column). Statistical significance was determined by two-tailed Student *t*-test between tumors with 5TGM1 alone and with wt MM-MФs, or between tumors with wt and BMI1-KO MM-MФs, *P < 0.05. **C** Left panel showed the growth curves of 5TGM1 xenografts, wt MΦs were the most potent in promoting tumor growth. Right panel showed monoclonal protein IgG2b concentrations in murine peripheral blood, mice bearing tumors with wt MΦs had the highest concentrations of IgG2b. Statistical significance was determined by two-tailed Student *t*-test between groups with wt and BMI1-KO MM-MФs, *P < 0.05. **D** Representative IHC staining images (left images) and quantification of positive cells (right column) of epithelial cell marker CD34. Statistical significance was determined by two-tailed Student *t*-test between tumors with 5TGM1 alone and with wt MM-MФs, or between tumors with wt and BMI1-KO MM-MФs, *P < 0.05.

At last, we examined BMI1 targeting therapy in MM. BMI1 expression has been reported essential for the growth of MM cells^36^. Previous studies showed that BMI1 inhibitors exhibited anti-MM effect in vitro and in vivo^37–39^. We found the BMI1 inhibitor PTC-209 suppressed growth and triggers apoptosis of in vitro cultured MΦs (Supplementary Fig. 4). However, because of its limited drug potency and poor pharmacokinetics, PTC-209 did not enter clinical trials^40^. PTC596 is a second-generation BMI1 inhibitor and has entered four Phase 1 clinical trials (NCT03761095, NCT03605550, NCT03206645, NCT02404480). Based on above evidences, we evaluated the efficacy of PTC596 in MM treatment and MM-MΦ eradication. We found that PTC596 inhibited BMI1 expression in murine BM-derived MΦs and promoted cell death (Supplementary Fig. 5A). In 5 T murine myeloma model, PTC596 administration decreased tumor burden and prolonged mice survival (Supplementary Fig. 5B, C). Upon PTC596 administration, MΦs in myeloma-bearing mice bone marrow were dramatically diminished, while MΦs in healthy mice BM stayed unaffected (Supplementary Fig. 5D, E). The peritoneal MΦs, which were out of the MM BM microenvironment, were not affected by PTC596 in both healthy and myeloma mice (Supplementary Fig. 5F). Overall, our data suggested that BMI1 inhibitors could not only target MM cells, but also eliminate MM-MΦs in treatment of myeloma.

## Discussion

Although MM overall survival has profoundly improved with the introduction of novel agents and immunotherapies, it remains a fatal disease. Currently, MM treatment strategies and ongoing clinical trials focus on eradicating myeloma tumor clones^2^. The BM microenvironment leads to MM treatment failure by mediating plasma cell survival, proliferation, and resistance to chemotherapy^1,41^. Thus, novel strategies that target both myeloma cells and the myeloma microenvironment are needed. The myeloma microenvironment consists of cellular and noncellular compartments^41^. MΦs are major components of the cellular compartment of myeloma BM. Growing evidence indicates that MΦs number in MM tumor bed correlate with MM prognosis. Patients with high BM MΦs infiltration exhibit poorer treatment outcomes and overall survival^42–45^. Wu Y et al. also showed that in addition to MΦ numbers, the polarized differentiation status of MΦs also influences MM prognosis. Patients with M2 MΦs infiltration, characterized by CD163^high^/iNOs^low^ phenotype, have poorer prognosis^45^.

It is not clear how MM-MΦs acquire pro-myeloma function. Here, we find that BMI1 expression in MΦs modulates MM-MΦs’ pro-myeloma features. BMI1 is a member of the Polycomb-group proteins and participates in forming the Polycomb-repressive complex 1 (PRC1), which organizes the chromatin structure to regulate expression of PRC1 target genes^46^. BMI1 has been reported to modulate proliferation of normal and malignant cells^47^. BMI1 function in MM-MΦs has not been determined and few studies have examined BMI1 function in MΦs. BMI1 has been reported to repress IL-10 expression during acute MΦ response to lipopolysaccharide (LPS)^48^. BMI1 has also been reported to suppress pro- and anti-inflammatory MΦs cytokines upon chronic NOD2 stimulation with bacteria-derived muramyl dipeptide (MDP)^49^, implicating BMI1 in M1 MΦ pro-inflammatory responses. Here, we found BMI1 to be upregulated in MM-MΦs. MM-MΦs exhibited pro-myeloma effects in different aspects, including promoting angiogenesis and MM chemoresistance. BMI1 did not seem to be needed for MΦs, as MΦ cell markers were still expressed by BMI-KO MΦs. However, active cell proliferation was lost in BMI-KO MM-MΦs. Importantly, BMI1-KO MM-MΦs lost pro-myeloma features like promoting MM growth, conferring MM drug resistance and angiogenesis in MM tumor bed. Thus, our data suggest that BMI1 is needed for MM-MΦ pro-myeloma activity and that it may be a viable target for reversing MM-MΦ pro-myeloma functions. Currently, anti-TAM (including MM-MΦs) therapeutic strategies include inhibition of TAM recruitment^5^, inhibition of normal MΦs to TAMs transformation^50,51^, direct depletion of MΦs^52,53^, and TAM to normal MΦs reprogramming^54^. It should be noted that BMI1 overexpresses in MM and is becoming an intriguing target in treatment of MM^36,38,39^. In this study, we found that BMI1 inhibitors target MM cells and MM-MΦs, promoting MM treatment. Taken together with our findings that BMI1 upregulation drives MM-MΦ’s pro-myeloma functions, our work provided evidences and molecular basis that the BMI1 inhibitor targeted tumor-promoting MM-MΦs in the MM microenvironment. In future we will explore the interaction of BMI1 overexpressed MM-MΦs with immune cells in myeloma microenvironment and their effects on myeloma tumorigenesis and immune therapy efficacy. Additionally, it may be interesting to evaluate BMI1 expression in TAMs of various human cancers.

In summary, we find that BMI1 is upregulated in MM-MΦs, and that BMI1 modulates MM-MΦ’s pro-myeloma functions. BMI1 inhibitors could not only target MM cells, but also eliminate MM-MΦs in treatment of myeloma. The findings of this study should provide evidences for clinical trials of BMI1 inhibitors in myeloma.

## Materials and methods

### Human specimens

BM aspirates and sections from newly diagnosed MM patients and noncancer donors were provided by the tissue bank, Department of Hematology, West China Hospital, Sichuan University. Ethical approval for the study was granted by the Ethics Committee of West China Hospital, Sichuan University (Protocol No. 114).

### Cell lines

Murine myeloma cell line 5TGM1, 5TGM1-luc (expressing the luciferase gene), human myeloma cell line ARP-1 were kindly provided by Professor Qing Yi (Houston Methodist Cancer Center, Houston Methodist Research Institute, Houston Methodist Hospital, Houston, TX, USA.). Human monocytic leukemia cell line THP-1 was purchased from American Type Culture Collection (ATCC) (VA, USA). All cell lines were cultured in RMPI-1640 (Hyclone, Cat No. SH30809.01, UT, USA) supplemented with 10% FBS (GeminiBio, Cat No. 900-108, CA, USA), at 37 °C, 5% CO2, in a humified incubator. All cell lines were authenticated by short tandem repeat (STR) DNA profiling and tested for mycoplasma contamination before use.

### Drugs and reagents

The BMI1 inhibitor PTC-209 was purchased from Cayman Chemical (MI, USA). The BMI1 inhibitor PTC596, the GLI1/GLI2 inhibitor GANT61, the Smo antagonist Cyclopamine and the c-Myc inhibitor 10058-F4 were purchased from Selleck Chemicals (TX, USA). Recombinant mouse SHH (Cat No. 461-SH-025) was purchased from R&D Systems (MN, USA). Recombinant mouse IL-6 (Cat No. 50136-MNAE) was purchased from SinoBiological (Beijing, China).

### Animals

Mice were housed and maintained in pathogen-free conditions in compliance with requirements from the Animal Care and Use Committees of West China Hospital, Sichuan University. All experimental animal studies were approved by the Animal Care and Use Committees of West China Hospital, Sichuan University.

C57BL/KaLwRijHsd (C57BL/Ka) mice were purchased from Envigo (IN, USA). The 5 T murine myeloma model (5TMM) was generated by tail vein injection of 6-week-old C57BL/Ka mice with 1 × 10^6^ 5TGM1-luc cells. Myeloma was established about 3 weeks after inoculation as determined using IVIS imaging (Caliper Life Sciences, PerkinElmer, MA, USA) and analysis of CD138+ cells in the bone marrow.

We used the 5TMM model to evaluate treatment efficacy of BMI1 inhibitor PTC596 in vivo. Because C57BL/Ka mice and 5TGM1 cells were syngeneic, we reduced the number of animals to five mice per group. Ten 6-week-old C57BL/Ka female mice were intravenously inoculated with 1 × 10^6^ 5TGM1-luc cells, while ten 6-week-old C57BL/Ka female mice without tumor inoculation formed the healthy control group. Mice were randomly divided into four groups, healthy control (without PTC596 treatment, *n* = 5), healthy control (receiving PTC596 treatment, *n* = 5), 5TMM (without PTC596 treatment, *n* = 5), 5TMM (receiving PTC596 treatment, *n* = 5), five mice per group. PTC596 was dissolved in 1% sodium carboxymethyl cellulose and 0.1% Tween-80 and administered by oral gavage at 30 mg/kg per week. Treatment was started 2 weeks after tumor inoculation. Once the mice in 5TMM groups were paraplegia, euthanasia was done for the myeloma mice and the mice in the corresponding healthy control group.

BMI1^fl/fl^ mice (Stock No: 028572), in which Bmi1 exons 4–8 were flanked by loxP sites, were purchased from The Jackson Laboratory (ME, USA). An inducible BMI1-knockout mouse line was generated by crossing the BMI1^fl/fl^ mice with Mx1-Cre C57BL/6 transgenic mice (Fig. 4A). Mice were PCR genotyped. Further details of genotyping primers were given in the Supplementary Materials. To induce BMI1 knockout in adult mice (6–8 week old), BMI1^fl/fl^ and BMI1^fl/fl^Mx1-Cre mice were intraperitoneally injected every other day with five doses (15 mg/kg) of poly I:C (Sigma, Cat No. P1530, MO, USA). 4 weeks after the final poly I:C injection, bone marrow was isolated for in vitro macrophage culture^55,56^.

Severe immunodeficient B-NDG mice (NOD-*Prkdc*^*scid*^ *IL2rg*^*tm1*^/Bcgen) were purchased from Biocytogen (Beijing, China). 5TGM1 cells (1 × 10^6^ cell/mouse) were injected subcutaneously into B-NDG mice, alone or with bone marrow MΦs (5 × 10^5^ cell/mouse) from wild-type or BMI1-KO mice. Because 5TGM1 cells and C57BL/6 mice BM-derived MΦs were syngeneic, we reduced the number of animals to ten mice per group (*n* = 10). Seven days after inoculation, three mice from each group were randomly chosen and euthanatized. The tumors were used for tumor bed MΦs analyses. Tumor volume and monoclonal protein levels were measured on the remaining seven mice from each group. Tumor volume was measured using vernier calipers and calculated as follows: volume = (length × width^2^)/2. Mouse peripheral blood was collected from the angular vein. 5TGM1 monoclonal IgG2b protein levels in the peripheral blood were detected using an ELISA kit (Thermo Fisher Scientific, Cat No. 88-50430-88, MA, USA). All mice were euthanized at the end of the study. Tumors were harvested, fixed, and paraffin embedded for immunohistochemical analyses.

The investigators were blinded to the group allocation when assessing the outcome of animal experiments mentioned above.

### Generation of MΦs and MM-MΦs in vitro

To generate murine BM-derived MΦs, BM cells were collected by crushing the hind leg bones in a mortar in FBS-free RPMI-1640. BM cells were collected by passing the suspension through a cell strainer. Red blood cells were lysed, and cells incubated in FBS-free RPMI-1640 for 2 h. Adherent cells were then cultured in RPMI-1640 supplemented with 10% FBS and 5 ng/mL murine M-CSF (R&D Systems, Cat No. 416-ML) for 7 days into MΦs. The MΦs were then co-cultured with 5TGM1 cells for another 48 h to generate MM-MΦs.

To generate human peripheral blood mononuclear cells-derived MΦs, mononuclear cells from healthy donor peripheral blood were collected through Ficoll density gradient centrifugation. They were then incubated in FBS-free RPMI-1640 for 2 hours and adherent cells cultured in RPMI-1640 supplemented with 10% FBS and 10 ng/mL human M-CSF (R&D Systems, Cat No. 216-MC) for 7 days into MΦs. Human MΦs were co-cultured with ARP-1 cells for another 48 h to generate MM-MΦs. Ethical approval to use human samples was granted by the Ethical Committee of West China Hospital, Sichuan University.

### Protein and mRNA expression analysis

BCA analysis (CWBIO, Cat No. CW0014S, Jiangsu, China) was used to determine protein concentration in cell lysates. Equal protein amounts were boiled in 5× SDS sample buffer (Solarbio, Cat No. P1040, Shanghai, China), resolved by SDS–PAGE, and subjected to western blot analysis with specific primary antibodies. The blots were then incubated with horseradish peroxidase-labeled secondary antibody (Jackson ImmunoResearch Laboratories, PA, USA) and signal developed using enhanced chemiluminescence (Millipore, Cat No. WBKLS0500, MA, USA).

Western blot antibodies against BMI1(Cat No. 5856), c-Myc (Cat No. 13987), pS6 (S235/S236) (Cat No. 4858), pAKT (S473) (Cat No. 4060), PARP (Cat No. 9542), c-Caspase-3 (Cat No. 9661), MCL-1(Cat No. 5453) were purchased from Cell Signaling Technology (MA, USA). Western blot antibodies against VEGF (Cat No.19003-1-AP), MMP2 (Cat No.10373-2-AP), GAPDH (Cat No. 60004-1-Ig) were purchased from Proteintech Group (IL, USA). Western blot antibodies against p21(Cat No. sc-6246), p27(Cat No. sc-1641), Galectin-3 (Cat No. sc-32790) were purchase from Santa Cruz Biotechnology (CA, USA).

Total RNA was extracted using TRI reagent (MRC, Cat No. TR118, OH, USA) and cDNA synthesized using HiScript II Q RT SuperMix (Vazyme, Cat No. R223-01, Nanjing, China) following manufacturer instructions. RT-qPCR analysis was done using the 2× SYBR Green qPCR Master Mix (Bimake, Cat No. B21202, Shanghai, China) following manufacturer instructions. GAPDH was used as an internal control. Further details of qPCR primers were given in the Supplementary Materials.

### Flow cytometry

Apoptosis was analyzed using annexin V staining (Beijing 4 A Biotech, Cat No. FXP023, Beijing, China) following manufacturer instructions. To exclude apoptotic macrophages, myeloma cells were stained with FITC-conjugated CD11b and APC-conjugated annexin V. Apoptotic myeloma cells were CD11b^-^ annexin V^+^.

To examine cell cycle distribution differences between MΦs and MM-MΦs, cells were harvested and fixed with 70% ethanol and stained with 50 µg/mL propidium iodide and100 µg/mL RNase I in PBS for 30 min at 37 °C. Cell cycle distribution was tested by flow cytometry and analyzed by using ModFit software.

Flow cytometry antibodies for human APC-CD163 (Cat No.17-1639-41), PE-Cy7-Ki67 (Cat No. 25-5699-42), and isotype controls were purchased from Thermo Fisher Scientific. Flow cytometry antibodies for human APC/CY7-CD14 (Cat No.301820) and FITC-CD68 (Cat No.333805) were purchased from BioLegend (CA, USA). Flow cytometry antibody for human PE-BMI1(Cat No. 562528) was purchased from BD Biosciences (CA, USA). Flow cytometry antibodies for mouse FITC-CD11b (Cat No. M10117-02E) and MHC-II (Cat No. M100M2-09B) were purchased from Sungene Biotech (Tianjin, China). Flow cytometry antibodies for mouse APC-F4/80 (Cat No.17-4801-82), PE-CD206 (Cat No.12-2061-80) and isotype controls were purchased from Thermo Fisher Scientific.

### CFSE cell proliferation assay

Cell proliferation analysis was done using CellTrace™ CFSE Cell Proliferation Kit (Thermo Fisher Scientific, Cat No. C34554), following manufacturer instructions. MΦs and MM-MΦs were labeled with CellTrace™ CFSE at 1:1000 on Day1 and analyzed by flow cytometry. Cells were then cultured for 5 days and measured the CFSE dilution.

### Detection of nitric oxide

Nitric oxide in the culture supernatant of BM-derived MΦs and MM-MΦs was detected by a Nitric oxide detection kit (Beyotime Biotechnology, Cat No. S0021, Shanghai, China) following manufacturer instructions.

### ChIP-qPCR

Cell nuclei from murine BM-derived MΦs and MM-MΦs, or human PBMC-derived MΦs and MM-MΦs were isolated and chromatin fragmented using a sonicator. Chromatin immunoprecipitation assay (ChIP) was performed using a ChIP assay kit (Millipore, Cat No. 17-611) using an anti-c-Myc antibody (Cell signaling, Cat No. 13987). Precipitated DNA was analyzed by qPCR. Further details of ChIP-qPCR primers were given in the Supplementary Materials.

### Immunofluorescence (IF)

BMI1 expression on CD163 positive cells was determined using IF analysis. Multicolor IF staining of MM patients’ bone marrow paraffin sections was done using the Opal™ four-color manual IHC Kit (PerkinElmer, Cat No. NEL810001KT) following manufacturer instructions. Anti-CD163 antibody (Bio-Rad, Cat No. MCA1853, CA, USA) and anti-BMI1 antibody (Bethyl Laboratories, Inc., Cat No. A301-694A, TX, USA) were used for staining.

### Immunohistochemistry (IHC)

Subcutaneous tumor paraffin sections were deparaffinized, antigen unmasked and stained with anti-CD34 antibody (Beyotime Biotechnology, Cat No. AF1387) at 1:100 dilution in TBST with 1% BSA. Antigen retrieval was done using sodium citrate buffer (10 mM, pH 6.0) at 97 °C for 10 min and cooled to room temperature for 30 min. Sections were then incubated with 3% H_2_O_2_ for 10 min to block endogenous peroxidase activity and then blocked with 5% normal goat serum in TBST for 1 h at room temperature. They were then incubated with anti-CD34 antibody at 4 °C overnight. Biotinylated goat anti-rabbit IgG and streptavidin-biotin complex staining were then performed following manufacturer guidelines (Boster Biological Technology, Cat No. SA1022, China). Signal was then developed using a DAB detection kit (ZSGB-Bio, Cat No. ZLI-9031, China) following manufacturer instructions.

### RNA-seq

Total RNA was extracted using TRI reagent from flow sorted CD11b^+^ F4/80^+^ cells from murine BM-derived MΦs and MM-MΦs. Libraries were prepared using the VAHTS^TM^ total RNA-seq library prep Kit for IIumina (Vazyme, Cat No. NR603). RNA-seq was performed by GENEWIZ (Suzhou, China) on an Illumina Hiseq platform. Raw count RNA-seq data were normalized using the DESeq2 module on the GenePattern environment (https://cloud.genepattern.org). Normalized data were subjected to geneset enrichment analysis (GSEA) using GSEA v4.0.3 program. Hallmark genesets and GO genesets from the molecular signatures database v7.1 were evaluated via GSEA^29^.

### Statistical analyses

All in vitro experiments in this study were repeated three times with similar results obtained. Data were shown as mean ± SD. Statistical analyses were performed on Excel 2013. Two-tailed Student’s *t*-test was used to determine statistical significance between two specific groups (*P*-value). *P* ≤ 0.05 was considered statistically significant.

## Supplementary information

Supplementary Materials

Supplementary figure 1

Supplementary figure 2

Supplementary figure 3

Supplementary figure 4

Supplementary figure 5

Supplementary table 1

## Data Availability

Microarray raw data of human PBMC-derived MΦs and MM-MΦs analyzed during this study are included in this article’s supplementary files. RNA-seq data of murine BM-derived MΦs and MM-MΦs generated and analyzed during the current study are available from the corresponding authors on reasonable request.

# Supplementary material for: BMI1 regulates multiple myeloma-associated macrophage’s pro-myeloma functions
**Source:** Cell Death Dis. 2021 May 15;12(5):495. doi: 10.1038/s41419-021-03748-y
**Supplement:** Supplementary file 1 — Supplementary Materials

# **Supplementary Materials**

**BMI1 Regulates Multiple Myeloma Associated Macrophage’s Pro-Myeloma Functions**

Danfeng Zhang, Jingcao Huang, Fangfang Wang, Hong Ding, Yushan Cui, Yan Yang, Juan Xu, Hongmei Luo, Yuhan Gao, Ling Pan, Yu Wu, Yuping Gong, Liping Xie, Zhigang Liu, Ying Qu, Li Zhang, Weiping Liu, Wenyan Zhang, Sha Zhao, Qing Yi, Ting Niu, and Yuhuan Zheng

**Supplementary Materials and Methods**

***Mice Genotyping Primers***

Primers used for BMI1 genotying were:

Forward: 5’-CTCAGGAGTAAAATGGACATACCC-3’

Reverse: 5’-TCCATTAGCGTGTAGTAATCCTT-3’

Primers used for Cre genotying were:

Forward: 5’- ATTTGCCTGCATTACCGGTC-3’

Reverse: 5’- ATCAACGTTTTCTTTTCGG-3’

***RT-qPCR Primers***

The following primers were used for RT-qPCR reactions:

Murine BMI1:

Forward: 5’-ATCCCCACTTAATGTGTGTCCT-3’

Reverse: 5’-CTTGCTGGTCTCCAAGTAACG-3’

Murine p16:

Forward: 5’- TGAATCTCCGCGAGGAAAGC-3’

Reverse: 5’-TGCCCATCATCATCACCTGAA-3’

Murine Galcectin-3:

Forward: 5’-CAGAGAGCACTACCCAGGAAAA-3’

Reverse: 5’-TGAGGGTTTGGGTTTCCAGA-3’

Murine GAPDH:

Forward: 5’-AGGTCGGTGTGAACGGATTTG-3’

Reverse: 5’-TGTAGACCATGTAGTTGAGGTCA-3’

***ChIP-qPCR Primers***

Precipitated DNA was analyzed by qPCR using the following primers:

c-Myc binding site at mouse BMI1 promoter region:

Forward: 5’- CCCGACTACACCGACACTAAT-3’

Reverse: 5’- GGCTCCAAAATGGCTCGGA-3’

c-Myc binding site at human BMI1 promoter region:

Forward: 5’-CACGGGCCTGACTACACCGACACT-3’

Reverse: 5’-CACCGCTGAAGGCAGAGTGGAAAC-3’

***Protein synthesis assay***

Protein synthesis levels of MΦs and MM-MΦs were performed using protein synthesis assay kit (Cayman Chemical, Cat No. 601100) following manufacturer protocols.

***THP-1 cell infection and differentiation***

THP-1 cells were infected with control lentivirus and c-Myc expressing lentivirus (purchased from Genechem, Shanghai, China) and selected with puromycin for stable clones. The stable cells were stimulated by 25nM of PMA for 24 hours and rested 3 days in PMA free regular medium (10% FBS 1640 medium) for fully differentiation into MΦs.

**Supplementary Figure legends**

**Supplementary Figure 1**

Protein synthesis assay showed that MM-MΦs had higher protein synthesis than MΦs.

**Supplementary Figure 2**

(A) Western blot showed BMI1 in murine BM-derived MΦs did not change with rmIL-6 treatment. (B) CFSE cell proliferation assay showed GANT61 inhibited proliferation of MM-MΦs. (C) Concentrations of NO in culture supernatant of MM-MФs were decreased with treatment of indicated inhibitors. (D) Western blot showed GANT61 suppressed expression of c-Myc in murine BM-derived MM-MΦs. (E) GANT61 suppressed c-Myc expression of THP-1 derived MΦs, while enforced c-Myc expression overcame this effect. *p<0.05 (Student’s t-test, comparing 2 samples, error bars are SD)

**Supplementary Figure 3**

(A) Flow cytometry showed murine BM-derived MΦs and MM-MΦs from wt or BMI1-KO mice were positive of F4/80 and CD11b expression. (B) Flow cytometry showed the population of MHC-II (M1 MΦ markers) positive cells increased in BMI1-KO MM-MΦs, compared with wt MM-MΦs.

**Supplementary Figure 4**

(A) Bright field photos showed decreased cell number and loss of normal morphology of murine BM-derived MΦs with the treatment of PTC-209 for 24h with indicated concentration. (B) Western blot showed downregulation of BMI1 and cleavage of PARP and Caspase-3 of murine BM-derived MΦs with PTC-209 treatment for 24h with indicated concentration.

**Supplementary Figure 5**

(A) Western blot showed downregulation of BMI1 and cleavage of PARP and Caspase-3 of murine BM-derived MΦs with PTC596 treatment for 24h with indicated concentration. (B) In 5T murine myeloma model, BMI1 inhibitor PTC596 significantly reduced CD138+ cell populationin bone marrow. (C) Survival curve showed the treatment of PTC596 prolonged the survival of myeloma mice. (D) Flow cytometry showed that PTC596 administration significantly reduced the population of MΦs infiltrating into myeloma bone marrow. Flow cytometry data of 2 representative mice of 5 each group were shown. (E) PTC596 administration significantly reduced BM-infiltrated MΦs in myeloma bearing mice, while PTC596 administration did not change MΦs population in BM of healthy mice. (F) PTC596 administration did not change peritoneal MΦs population of both healthy and myeloma bearing mice. **p<0.01(Student’s t-test, comparing 2 samples, error bars are SD)

How the deposited data were processed for this re-analysis (not part of the article)

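RNA-seq libraries of 4 groups with 3 replicates each were examined: wt MΦs, wt MM-MΦs, BMI1-KO MΦs and BMI1-KO MM-MΦs, all from sorted CD11b+ F4/80+ cells. The labels give a genotype, a culture and a replicate number for each of the 12 libraries, and 0 value columns of the count table were left without a sample. The authors deposited raw counts per gene for 55573 genes and, for each library, FPKM values with the summed exon size, start and end of each gene. By the submitters' notes, the authors used bcl2fastq 2.17.1.14, cutadapt 1.9.1, HISAT2 2.0.1 and HTSeq 0.6.1 on the mouse genome GRCm38 (mm10). They name DESeq2 for normalization, with a version that is not given in the sources used here. Read length, strand setting and annotation release are not given in the sources used here either. The paper describes GSEA on values normalized with DESeq2. The methods name no model for differential expression.

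The authors' FPKM values were checked against the deposited counts, with a tolerance of 0.005 for their rounding, and genes with at least 50 counts bounded the library total behind them. With the summed counts as the total, 0 genes were off in the wt libraries and 418 to 620 in each BMI1-KO library. With the bounded total, 0 genes were off in all 12 libraries. That total exceeded the summed counts by 512 to 735 in the BMI1-KO libraries. Bmi1, listed at 0 in the BMI1-KO libraries in both units, was therefore not used to check the labels or to state a fold change. The raw counts were used for all results, and the FPKM values for this check alone.

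Raw counts were analysed with edgeR 4.0.16 in R 4.3.3, with TMM scaling and its quasi-likelihood test in 1 model with a mean for each of the 4 groups. Genes were kept by filterByExpr with a minimum count of 10, a minimum total of 15, a large group size of 10 and a minimum proportion of 0.7, which left 14197 genes. P-values were adjusted by Benjamini and Hochberg over these genes, with a threshold of 0.05. The comparisons were BMI1-KO MM-MΦs against wt MM-MΦs, MM-MΦs against MΦs within each genotype, BMI1-KO MΦs against wt MΦs, and the interaction of genotype and co-culture. The common dispersion was 0.102. Library totals were 9662279 to 11142768 counts, with group medians of 10361929 in wt MΦs, 10672920 in wt MM-MΦs, 10564374 in BMI1-KO MΦs and 9878400 in BMI1-KO MM-MΦs, and 17611 to 18370 genes had a count in each library. At this depth a group total of 3 counts was taken as the floor for folds against a group at 0.

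Gene lists were tested with camera of limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation of 0.01, adjusted over 44 lists for each comparison. The lists cover the cell cycle, Polycomb and Hox genes, angiogenesis, the cell surface, macrophage states, metabolism and markers of other cell types. The E2F and G2M lists were written from general knowledge of the Hallmark sets and not checked against MSigDB, which was not at hand, and the S phase and G2 and M phase lists are those of the Seurat package. The 8 surface lists together hold 208 genes and stand for the GO cell surface set. Preranked enrichment used fgsea 1.28.0 with 10000 permutations and seed 176. Mouse Reactome sets with 15 to 500 members tested (645 of 1457) were searched as well, after 6858 of 7111 Entrez identifiers were matched. Library means of each list were compared with an exact permutation test. The groups, comparisons, lists, tests and the rule for named genes were fixed before the data were examined.

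The rule for named genes took every gene the paper names that has a mouse gene. It also took the 8 largest rises and the 8 largest falls among genes past the threshold whose higher group had a mean of at least 5 CPM and whose libraries did not overlap. For each list reported it took up to 4 members with the smallest adjusted p, and for each cell type list the 3 members with the highest mean CPM. Genes named outside the rule were chosen after their values were seen, such as Commd3 for its place beside Bmi1, Ighg2b and Igkc in MM-MΦs for their place in the plasma cell list, and a few of the falls in the fits with a block, which were not the largest.

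Replicate numbers are shared by the 4 groups. Within each number the deviations of MΦ and MM-MΦ libraries of a genotype from their group means had correlations across genes of 0.55, 0.36 and 0.73 in wt and 0.64, 0.18 and 0.60 in BMI1-KO for numbers 1, 2 and 3, all above 0.1, so the numbers were read as pairing MΦ and MM-MΦ libraries within a genotype. Genes are not independent replicates. Between genotypes the correlations were 0.48, −0.03 and 0.50 for MΦs and 0.50, 0.03 and 0.51 for MM-MΦs, and no pairing was assumed.

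Alternatives were DESeq2 1.42.0, limma-voom, other scalings, other filters (none, or at least 1 CPM in at least 3 libraries), a minimum absolute log2 fold change of 1, the replicate number as a block, fits to the 6 libraries compared, each library left out in turn, and for lists an estimated correlation, fry, preranked enrichment and, for the E2F and G2M lists, a plasma cell covariate. Leaving out the 4 libraries numbered 3, leaving out Bmi1, the block for lists of MM-MΦs against MΦs and the other calls for the surface test were chosen after seeing the data. The pipeline was tested on simulated data with the spread of these libraries, where edgeR found 24 of 100 genes with an absolute log2 fold change of 1 and 89 of 100 with one of 2, with 1 call among unchanged genes, and DESeq2 found 58 and 96 with 24 such calls. With no gene changed, edgeR called 0 of 13851. Setup, checks and figures used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The human microarray values of the supplement were not used here, since only part of that table could be read. No 2 libraries were identical. Gene symbols on more than 1 line of the count table (119) were kept apart by gene identifier.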

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

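The tests of interferon-stimulated genes against carried-over RNA and against scaling, and the count with Bmi1 left out, were chosen only after the result was seen. Interferon-stimulated genes, which cells turn on in answer to interferon, rose in MM-MΦs over MΦs of both genotypes, a comparison of these libraries that the paper does not report and that drew attention for that reason. In wt cells 13 genes passed edgeR at an adjusted p under 0.05, all higher in MM-MΦs (282 at an unadjusted p under 0.05, 58 by DESeq2 and 2 by limma-voom). In BMI1-KO cells 27 genes passed, all higher (418 at an unadjusted p under 0.05). With only the 6 libraries of the comparison 6 genes passed in wt and 0 in BMI1-KO cells. Of the 44 interferon-stimulated genes, all 44 lay above 0 in each genotype, with medians of 1.18 in wt and 1.26 in BMI1-KO cells, and 12 and 20 passed over all genes tested and 36 and 39 when adjusted over the list alone. The list passed camera with an estimated correlation in both (adjusted p = 0.0072 and 0.00814 with an estimated correlation). Both comparisons called 12 of the same genes, where 0.0247 are due if they were independent.

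Ifit1, Ifit2 and Ifit3, which bind viral RNA or curb its translation, had log2 fold changes of 2.27 (SE 0.25, edgeR adjusted p = 0.0146), 2.46 (SE 0.28, 0.0146) and 2.89 (SE 0.37, 0.0218) in wt cells and of 2.74 (SE 0.25, 0.00145), 3.16 (SE 0.29, 0.00145) and 3.41 (SE 0.37, 0.0046) in BMI1-KO cells. Mx1, an antiviral GTPase, rose by 2.28 in wt and by 2.97 in BMI1-KO cells. Ifi44, Usp18, Mx2 and Oasl1 completed the 8 largest rises in wt cells, at 2.84, 2.28, 2.11 and 1.88. In BMI1-KO cells these were Igkc, the immunoglobulin kappa constant gene, at 5.6 (SE 0.95, edgeR adjusted p = 0.0466), Ifit3b at 3.78, Gm6545 at 2.95 and Cmpk2 at 2.45, beside the 4 genes above. With MΦ and MM-MΦ libraries of 1 number as a block, 156 genes passed in wt cells (150 higher, 6 lower) and 308 in BMI1-KO cells (263 higher, 45 lower), among them all 13 and all 27 genes called without it. Without 1 library the counts were 3 in wt cells without wt MM-MΦ replicate 2 and 0 without each of the other 5, and they ran from 4 in BMI1-KO cells without BMI1-KO MM-MΦ replicate 2 to 23 without BMI1-KO MM-MΦ replicate 1. Igkc and Ifit3b lost their calls without each of the 6 libraries of BMI1-KO cells.

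RNA of 5TGM1 cells carried into the sorted MM-MΦs is a candidate explanation of the interferon-stimulated genes, although the gate for CD11b and F4/80 would remove myeloma cells. Ighg2b and Igkc, abundant in a myeloma cell, rose by 148.5 CPM together in wt cells and the interferon-stimulated genes by 1650 CPM (from 1444 ± 126 to 3094 ± 196, SD, n = 3), and by 134 and 2263 CPM in BMI1-KO cells. The lower ratio of these rises was 11.1, but no library of 5TGM1 cells shows the share of these genes in them, so carried-over RNA stays open. Under 3 other scalings of the libraries the lowest median of the list was 1.15. The median of all genes lay at −0.0292 to 0.00385 under them. These scalings could hardly move the list, so the test decided nothing beyond the choice among them. The biological explanation that the design gives, an answer of the macrophages to co-culture, may hold but was not tested apart from these values, and with 10 splits of the 6 libraries, too few for a share under 0.05, the real splits called 13 and 27 genes and the highest other split 0.

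In MΦs without myeloma cells, which the paper does not compare between genotypes by RNA-seq, 7 genes passed edgeR in BMI1-KO against wt cells, 5 higher and 2 lower (819 at an unadjusted p under 0.05). They were Cdkn2a at 5.81 (SE 0.65, adjusted p = 0.00835), Bmpr1a at 4.02, Igf2bp3 at 3.39, Cdc42bpa at 2.31, Gdpd5 at 1.3, Crip1 at −1.34 and Bmi1, listed at 0. Cdkn2a had 8 counts in wt and 456 in BMI1-KO MΦs, a ratio of 57.4 with a 95% counting interval of 28.9 to 134. Its adjusted p reached 0.0517 without wt MΦ replicate 1, where 2 genes passed, while 3 or 4 passed without each other library. Bmpr1a kept its call in all 6 of these fits, Cdc42bpa in 3 (adjusted p up to 0.0587) and Igf2bp3, Gdpd5 and Crip1 in 0 (adjusted p up to 0.275, 0.285 and 0.285). With only the 6 libraries compared 2 genes passed and the adjusted p of Cdkn2a was 0.223, and with Bmi1 left out, a setting chosen after seeing the data, 3 genes passed. All 7 were also called in the same direction in MM-MΦs, where 0.00247 shared rises and 0.000282 shared falls are due if the comparisons were independent, which the pairing of their libraries rules out. The 10 splits are too few for a share under 0.05, and the real split called 7 genes and the highest other 0.

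Interferon-stimulated genes differed between genotypes in their answer to co-culture by the interaction test (camera adjusted p = 0.00416, median 0.14, 34 of 44 above 0), not with an estimated correlation (adjusted p = 0.997 with an estimated correlation) and not without wt MΦ replicate 2 (0.0947), wt MM-MΦ replicate 2 (0.699), BMI1-KO MΦ replicate 3 (0.899) or BMI1-KO MM-MΦ replicate 2 (0.772). Stromal and fibroblast genes differed by the same test (adjusted p = 0.0208, median 0.53, 10 of 11 above 0), not with an estimated correlation (adjusted p = 0.997 with an estimated correlation) and not without wt MΦ replicate 2 (0.636), wt MM-MΦ replicate 3 (0.651), BMI1-KO MΦ replicate 2 (0.236) or BMI1-KO MM-MΦ replicate 2 (0.654). The adjusted p of 18 alternatives ran from 2.94e-07 to 0.997 for the first list and from 8.59e-06 to 0.997 for the other. By single genes the interaction called 0 in edgeR (129 at an unadjusted p under 0.05), 0 in DESeq2 and 0 in limma-voom.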

How the results depend on the processing

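No test in this part beyond the settings named as chosen after seeing the data was picked only after the result was seen. At this depth and with 3 libraries a group, edgeR found 24 of 100 simulated genes with an absolute log2 fold change of 1, so a gene that missed the threshold is not shown to be unchanged. For single genes, 1452 of 1688 fits over 98 results kept direction and side of the threshold, 39 gained a call, 21 turned direction and the others lost the call. For gene lists 326 of 452 fits over 35 results kept both, 4 gained a call, 8 turned direction by the list's test and 114 lost the call. The median of a list changed sign in 22 fits over 14 lists, and in 14 of these the direction of the test did not turn. Causes were not tested except where fewer libraries or genes were used by construction. No alternative was left out, and a plasma cell covariate kept the E2F and G2M results.

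Genes called in BMI1-KO against wt MM-MΦs (9) were 89 with DESeq2 (51 higher, 38 lower), 21 with no low-count filter and 4 with the 6 libraries compared. In wt MM-MΦs against wt MΦs (13) they were 58 with DESeq2, 22 with no filter, 6 with library sizes only, 2 with limma-voom, 6 with the 6 libraries compared and 156 with the block within genotype. In BMI1-KO MM-MΦs against BMI1-KO MΦs (27) they were 91 with DESeq2, 42 with no filter, 13 with library sizes only, 0 with the 6 libraries compared (edgeR) and 308 with the block within genotype. In BMI1-KO against wt MΦs (7) they were 80 with DESeq2, 14 with no filter and 2 with the 6 libraries compared. Without Bmi1, left out after seeing the data, 3 were called there and 8 in BMI1-KO against wt MM-MΦs. The interaction (0) called 1 gene with the block within genotype. Without the libraries numbered 3, a setting chosen after seeing the data, 1 gene was called in each comparison of MM-MΦs with MΦs. Over the fits without 1 library, calls ran from 3 to 6, 0 to 3, 4 to 23 and 2 to 4 in these 4 comparisons.

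Gene lists past camera in BMI1-KO against wt MM-MΦs (10) were 0 with an estimated correlation, 3 with fry and 6 without the libraries numbered 3. In wt MM-MΦs against wt MΦs (8) they were 2 with an estimated correlation, 2 with fry, 15 with the block within genotype, and 10 to 19 without 1 library. In BMI1-KO MM-MΦs against BMI1-KO MΦs (12) they were 1 with an estimated correlation, 2 with fry and 19 with that block. In BMI1-KO against wt MΦs (10) they were 0 with an estimated correlation, 3 with fry and 4 to 12 without 1 library. In the interaction (2) they were 0 with an estimated correlation, 0 with fry, 0 without the libraries numbered 3, and 0 to 8 without 1 library. Beyond these counts and the calls gained by Ighg2b in both genotypes, Igkc in wt and Mrc1 in BMI1-KO cells, the block within genotype changed no call tracked for MM-MΦs against MΦs.

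The replicate number as a block over all 4 groups raised the calls to 181 in BMI1-KO against wt MM-MΦs (77 higher, 104 lower), 206 in BMI1-KO against wt MΦs (90 higher, 116 lower), 63 in wt and 110 in BMI1-KO MM-MΦs against MΦs, and the lists in wt to 14. Between genotypes, numbers 1 and 3 correlated best with their own number and number 2 did not, a hint from the data and not from the design. With that block 11 of 181 called genes were cell surface genes (Fisher's exact test, two-sided p = 9.08e-06). Of the genes printed as not past the threshold in BMI1-KO against wt MM-MΦs, it passed Lgals3 (adjusted p = 0.0164), Tfrc (0.0031), Kmt5a (0.0238), Ccnd1 (0.0136), Cd34 (0.0276), Mmp9 (0.000888), Pdgfb (0.0346), Mmp12 (0.0217), Ifit1 (0.00893), Itgax (0.00215), Clec4a2 (0.00385), Slamf8 (0.000902), H2-Aa (0.0405), H2-Ab1 (0.00223), Cd74 (0.0414) and Sox4 (0.0121), and in MΦs Lgals3 (0.0218), and in MM-MΦs DESeq2 passed Kmt5a (0.0074), Cdkn2b (0.00676), Cd34 (0.00405), Sdc1 (0.0259), Mmp9 (6.82e-05), Mmp12 (0.0132), Ifit1 (0.00246), Clec4a2 (0.0117), Slamf8 (0.0227), H2-Ab1 (0.0393) and Sox4 (0.00658).

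The median of E2F target genes in BMI1-KO against wt MM-MΦs was −0.47 with an estimated correlation (adjusted p = 0.931) and with fry (adjusted p = 0.927), −0.066 without the libraries numbered 3 and −0.72 to 0.19 without 1 library. Over its 14 alternatives the adjusted p ran from 2.57e-12 to 0.931. That of G2M checkpoint genes was −0.33 with an estimated correlation (adjusted p = 0.931) and with fry (adjusted p = 0.927), −0.055 without the libraries numbered 3 and −0.50 to 0.12 without 1 library, with adjusted p of 5.42e-07 to 0.996 over 14 alternatives. That of cell surface genes was −0.073 without the libraries numbered 3 (a camera p of 0.015) and −0.16 to 0.088 without 1 library, and their normalized enrichment score was −1.47 in preranked enrichment (adjusted p = 0.0359). Without 1 library, S phase genes ran from −1.22 to 0.22 and G2 and M phase genes from −1.32 to 0.29. In BMI1-KO against wt MΦs, E2F target genes ran from −0.72 to 0.16 and G2M checkpoint genes from −0.48 to 0.13.

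Log2 fold changes of genes that did not pass turned direction without 1 library. In BMI1-KO against wt MM-MΦs these were Myc (−0.090 to 0.35), Cd14 (−0.51 to 0.050), Il10 (−0.26 to 0.26), Map3k8 (−0.51 to 0.38) and Mcl1 (−0.31 to 0.071). In wt MM-MΦs against wt MΦs they were Vegfa (−0.39 to 0.18), Mmp2 (−0.22 to 0.52), Myc (−0.20 to 0.22) and Mki67 (−1.02 to 1.21), and without the libraries numbered 3 Mmp2 was at −0.17 and Myc at −0.027.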

Differences from the paper's values

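No test in this part was chosen only after the result was seen, except the surface test on the calls of the replicate block and of DESeq2 and the fit without the libraries numbered 3. Of the normalized enrichment scores that could be read from the paper's plots, none differed in sign or by over 1.5 times from the value found here with all libraries. For E2F targets, enriched in wt MM-MΦs, the paper's score is about 2.6 in Fig. 4E, read by eye, and it was 2.83 here (fgsea adjusted p = 0.00113). It turned to −1.54 (fgsea adjusted p = 0.00973) without wt MM-MΦ replicate 3. For the G2M checkpoint the paper's score is about 2.1 in Fig. 4E, read by eye, and it was 2.16 here (fgsea adjusted p = 0.00113), with −1.12 (fgsea adjusted p = 0.295) without wt MM-MΦ replicate 3 and 1.07 (fgsea adjusted p = 0.305) without BMI1-KO MM-MΦ replicate 1. With the replicate block over all 4 groups the scores were 3 for E2F targets and 2.47 for the G2M checkpoint (fgsea adjusted p = 0.000541 for each). All these scores come from lists that stand for the Hallmark sets.

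The paper states that negative regulators of blood vessel endothelial cell migration were enriched in BMI1-KO MM-MΦs, with a score of about −2.0 in Fig. 5E, read by eye. Here the list that stands for this set had a score of −1.36 in the same direction (fgsea adjusted p = 0.162), a camera adjusted p of 0.606 and a median log2 fold change of −0.05. The score was −1.08 with only the 6 libraries compared, −1.01 and −0.906 without wt MM-MΦ replicates 1 and 3 and −1.15 and −1.03 without BMI1-KO MM-MΦ replicates 2 and 3, over 1.5 times from the paper's. None of the 13 alternatives passed for this list (adjusted p = 0.162 to 0.979). The membership of the paper's set was not at hand.

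The paper proposes that cell surface components were impaired in BMI1-KO MM-MΦs (Fig. 6D). Here the 166 cell surface genes did not pass (a camera p of 0.304, 17 of them at an unadjusted p under 0.05). For these genes a negative preranked score means lower in BMI1-KO MM-MΦs. The scores given for the E2F, G2M and endothelial cell migration lists have the opposite sign, positive when enriched in wt MM-MΦs. Settings that reached the paper's direction were preranked enrichment (score −1.47, adjusted p = 0.0359), the fits without wt MM-MΦ replicate 3 (median −0.16, camera p of 0.00119) and without BMI1-KO MM-MΦ replicate 1 (median −0.14, camera p of 0.0441), the fit without the libraries numbered 3 (median −0.073, camera p of 0.015), chosen after seeing the values, and the replicate block over all 4 groups, whose use for this test was chosen after seeing the values. The preranked score turned to 1.56 (fgsea adjusted p = 0.00373) without wt MM-MΦ replicate 1 and did not pass without BMI1-KO MM-MΦ replicate 2 (−1.25, fgsea adjusted p = 0.12) or 3 (−1.04, fgsea adjusted p = 0.532). It passed as lower with only the 6 libraries compared (−1.55, fgsea adjusted p = 0.0153) and with the replicate block over all 4 groups (−1.84, fgsea adjusted p = 0.000541). It also passed as lower without wt MM-MΦ replicate 2 (−1.45, fgsea adjusted p = 0.032) or 3 (−1.935, fgsea adjusted p = 0.0028) and without BMI1-KO MM-MΦ replicate 1 (−1.81, fgsea adjusted p = 0.0015). With the replicate block 11 of 181 called genes were cell surface genes, 10 of them lower (Fisher's exact test, two-sided p = 9.08e-06): Adgre5, Il7r, Cd74, Clec4a2, Itgax, H2-Aa, Lgals3, Cx3cr1, Slamf8, H2-Ab1 and Clec7a. DESeq2 called 3 of 89 there, all lower (Fisher's exact test, two-sided p = 0.0863).

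The paper reports that Galectin-3 was lower in BMI1-KO MM-MΦs by RT-qPCR and western blot (Fig. 6E). By RNA-seq Lgals3 was lower in all 3 BMI1-KO libraries than in all 3 wt libraries, with a log2 fold change of −0.91 that did not pass (edgeR adjusted p = 0.749). Of 17 alternatives it passed in 1, the replicate block over all 4 groups set before the data were examined (adjusted p = 0.0164, range 0.0164 to 1). Cdkn2a was higher in BMI1-KO MM-MΦs here as in Fig. 4F, under all 17 alternatives (adjusted p = 1.28e-09 to 0.0325).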

Other observations

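The tests on Bmi1 and the FPKM totals, the test of the rise of the E2F list in wt MM-MΦs over wt MΦs and the fits without 1 library for lists of macrophages, G2 and M phase, histones (after co-culture), receptors and stroma and, in MΦs, of Hox, interferon-stimulated and precursor genes, and the other labellings for correlations of fold changes, were chosen only after the result was seen, and so was the choice to run the plasma cell and precursor tests on all genes without the low-count filter. Among groups not described so far, interferon-stimulated genes had a median log2 fold change of 0.40 in BMI1-KO against wt MM-MΦs (37 of 44 above 0, camera adjusted p = 2.95e-11, adjusted p = 0.438 with an estimated correlation). Ifit1 was at 1.12 (SE 0.23, edgeR adjusted p = 0.213) and passed when adjusted over the list alone (adjusted p = 0.022). Neutrophil genes had a median of 2.03 (8 of 11 above 0, camera adjusted p = 0.00201, adjusted p = 0.671 with an estimated correlation), and this call was lost without BMI1-KO MM-MΦ replicate 2 (median 0.23, adjusted p = 0.308, with Ltf at 0.61 and S100a9 at 0.34). Mmp9, the chitinase-like gene Chil1 at 4.73, lactotransferrin (Ltf) at 2.68 and the calgranulin S100a9 at 2.36 had the smallest adjusted p, and Csf3r, Mmp8 and Mmp9 were the most abundant members. Csf3r (mean 144.4 CPM in wt and 141.1 in BMI1-KO MM-MΦs) and Mmp8 (41.26 and 32.57) were not higher, while Mmp9 was (2.848 and 24.51). Of 39 Hox genes, many of them known Polycomb targets, 4 passed the filter, all above 0 (median 1.20, camera adjusted p = 0.00349, adjusted p = 0.373 with an estimated correlation), with Hoxb3 at 1.17 and Hoxa7 at 2.15. By single genes 0 of the interferon-stimulated, neutrophil and Hox genes passed edgeR, with 14, 5 and 2 at an unadjusted p under 0.05, 1, 1 and 0 by DESeq2 and 0 in each by limma-voom. Granulocyte and monocyte precursor genes did not pass (camera adjusted p = 0.051), although Cd34, a progenitor marker, at 1.9 (SE 0.44, edgeR adjusted p = 0.266) and Sox4 at 0.95 (SE 0.20, edgeR adjusted p = 0.213) passed when adjusted over the list alone.

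In all, 10 of 44 lists passed camera in BMI1-KO against wt MM-MΦs, 4 higher and 6 lower. The others not yet described did not pass. M2 and TAM markers had a median of −0.31 (camera adjusted p = 0.148), M1 markers 0.06 (0.619), inflammatory cytokines −0.06 (0.712), Hedgehog genes 0.26 (0.712), ribosome biogenesis 0.01 (0.619), cholesterol synthesis −0.03 (0.981) and lipid handling −0.13 (0.143). Hypoxia and glycolysis genes had one of 0.09 (0.689), the unfolded protein response 0.03 (0.712), lysosome genes 0.01 (0.85), with a mean of −0.14, and complement genes 0.04 (0.606). Among cell types these were plasma cell genes at −0.17 (0.82), B cell genes 0.17 (0.236), monocyte genes 0.25 (0.606), dendritic cell genes −0.50 (0.966), osteoclast genes −0.27 (0.686), T and NK cell genes 1.23 (0.0845, 2 tested), mast cell and basophil genes −0.84 (0.225, 1 tested) and endothelial genes 0.48 (0.712), with a mean of −0.04. Erythroid genes were at 1.26 (0.712, 1 tested), megakaryocyte genes −0.17 (0.747), macrophage genes −0.08 (0.712) and stromal genes −0.04 (0.606), for which the camera direction was upward. The most abundant members of these cell type lists were Edem1, Glipr1 and Prdm1 for plasma cells, Cd22, Bank1 and Cd79b for B cells, Igsf6, Irf8 and Cd34 for precursors, F13a1, Fn1 and Nr4a1 for monocytes, Bst2, Fscn1 and Batf3 for dendritic cells, Atp6v0d2, Tnfrsf11a and Nfatc1 for osteoclasts, and Lyz2, Mpeg1 and Csf1r for macrophages. They were Cd4, Cd5 and Cd247 for T and NK cells, Gata2, Il1rl1 and Hdc for mast cells and basophils, Col1a1, Acta2 and Col1a2 for stroma, Vwf, Kdr and Pecam1 for endothelium, Epor, Hbb-bs and Klf1 for erythroid cells, and Pf4, Vwf and Itga2b for megakaryocytes. Of 25 plasma cell genes 16 passed the filter and 2 are also in another cell type list.

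Co-culture moved further lists upward, which with the interferon-stimulated genes makes 8 of 44 in wt and 12 of 44 in BMI1-KO cells. MHC-I genes had medians of 0.36 in wt and 0.33 in BMI1-KO cells (camera adjusted p = 6.22e-06 and 9.47e-05), inflammatory cytokines 0.41 and 0.36 (3.03e-05 and 0.000956), M1 markers 0.37 and 0.48 (0.000534 and 0.000222), M2 and TAM markers 0.29 and 0.34 (0.0204 and 0.0172), complement genes 0.22 and 0.39 (0.00747 and 0.000494) and macrophage genes 0.14 and 0.12 (0.0427 and 0.000987). None of these 6 passed with an estimated correlation (adjusted p = 0.274 to 0.892 in wt and 0.313 to 0.618 in BMI1-KO cells with an estimated correlation). Neither that test nor the fits without 1 library below use the pairing by number. Within each number the mean log2 CPM of these lists rose with co-culture in both genotypes. Complement genes of wt number 2 were the exception (6.189 to 6.126). M1 markers in wt cells went from 5.616 to 6.32, 5.11 to 5.375 and 4.501 to 5.044 for numbers 1 to 3. With the block within genotype, a setting for lists chosen after seeing the data, 15 lists passed in wt and 19 in BMI1-KO cells. In wt cells the inflammatory, M1, complement and macrophage lists lost their calls without wt MΦ replicate 3 (adjusted p = 0.134, 0.289, 0.232 and 0.51) and without wt MM-MΦ replicate 1 (adjusted p = 0.227, 0.551, 0.68 and 0.894, with M1 markers at −0.04), and M2 and TAM markers without wt MΦ replicate 1 (adjusted p = 0.196) and wt MM-MΦ replicate 3 (adjusted p = 0.063). In BMI1-KO cells the inflammatory, M1, M2 and macrophage lists lost theirs without BMI1-KO MΦ replicate 3 (adjusted p = 0.16, 0.0766, 0.234 and 0.131) and without BMI1-KO MM-MΦ replicate 1 (adjusted p = 0.152, 0.0572, 0.152 and 0.106), M2 markers also without BMI1-KO MΦ replicate 2 (adjusted p = 0.0574) and MHC-I genes without BMI1-KO MΦ replicate 3 (adjusted p = 0.234). Plasma cell genes had medians of 0.18 and 0.11 and means of 1.04 and 1.35 (5.21e-07 and 0.00143), and passed with an estimated correlation in wt cells (adjusted p = 0.0072 with an estimated correlation), not in BMI1-KO cells (adjusted p = 0.0977 with an estimated correlation). In BMI1-KO cells alone, replication-dependent histone genes (1.01, 0.000901), Toll-like receptors (0.18, 0.00625), Fc, complement and cytokine receptors (0.11, 0.0132) and stromal genes (0.52, 0.0199) passed camera, with adjusted p of 0.917, 0.519, 0.917 and 0.835 with an estimated correlation. Histones lost the call without BMI1-KO MΦ replicate 1 (adjusted p = 0.689) and BMI1-KO MM-MΦ replicate 3 (adjusted p = 0.774), the Toll-like and the other receptors without BMI1-KO MΦ replicate 3 (adjusted p = 0.0852 and 0.432) and BMI1-KO MM-MΦ replicate 1 (adjusted p = 0.242 and 0.554), and stromal genes without BMI1-KO MΦ replicates 2 and 3 (adjusted p = 0.152 and 0.0586) and BMI1-KO MM-MΦ replicates 1 and 2 (adjusted p = 0.0513 and 0.532). By the interaction test the stromal genes differed between genotypes with the preset correlation and the other 3 did not. Ighg2b, an immunoglobulin heavy chain constant gene, was at 4.11 in wt (edgeR adjusted p = 0.589) and 6.36 in BMI1-KO cells (edgeR adjusted p = 0.121). With the block within genotype it was at 4.43 (edgeR adjusted p = 4.94e-07) and 6.36 (edgeR adjusted p = 5.66e-08), and Igkc at 3.95 and 5.62. In that fit Ifi206, an interferon-inducible gene, rose by 3.68 and 3.06 and, among falls that were not all the largest, Hmga2, a chromatin protein, fell by 1.01 and by 0.62, Slc40a1, the iron exporter, fell by 0.39 in wt cells and Gclm, of glutathione synthesis, fell by 0.64 in BMI1-KO cells.

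In BMI1-KO against wt MΦs 10 of 44 lists passed camera, among them E2F targets (median −0.51, adjusted p = 2.03e-05), the G2M checkpoint (−0.37, 0.0117), S phase (−0.92, 0.000186), G2 and M phase (−1.04, 0.000371) and histone genes (−2.44, 5.06e-10), with an adjusted p of 0.996 for each with an estimated correlation. Without wt MΦ replicate 3 the medians of these 5 lists were 0.16 (adjusted p = 0.59), 0.13 (adjusted p = 0.606), 0.16 (adjusted p = 0.91), 0.24 (adjusted p = 0.91) and −0.35 (adjusted p = 0.119), and without BMI1-KO MΦ replicate 1 the first 4 were −0.33 (adjusted p = 0.573), −0.25 (adjusted p = 0.98), −0.62 (adjusted p = 0.403) and −0.57 (adjusted p = 0.838). MHC-II genes were lower there too (median −2.30, adjusted p = 1.81e-05, adjusted p = 0.511 with an estimated correlation). The 4 lists that passed as higher were Hox genes (median 0.38, adjusted p = 0.0211), interferon-stimulated genes (0.17, 0.00766), neutrophil genes (1.57, 0.0102) and granulocyte and monocyte precursor genes (0.13, 0.0117), with adjusted p of 0.463, 0.996, 0.996 and 0.463 with an estimated correlation. Hox genes kept the call without any 1 library, while the other 3 lost it without wt MΦ replicate 3 (adjusted p = 0.119, 0.131 and 0.136) and without BMI1-KO MΦ replicate 2 (adjusted p = 0.601, 0.318 and 0.089), the interferon-stimulated and neutrophil genes also without BMI1-KO MΦ replicate 1 (adjusted p = 0.234 and 0.0562) and the precursor genes without wt MΦ replicate 2 (adjusted p = 0.0816). Across genes the log2 fold changes between genotypes in MΦs and in MM-MΦs had a correlation of 0.653, and those of co-culture in wt and in BMI1-KO cells one of 0.394, where genes are not independent replicates. MΦ and MM-MΦ libraries of 1 number share deviations, and in differences of mean log2 CPM the first correlation was 0.628, within the 0.32 to 0.775 of 9 other labellings that kept these libraries together, so it does not show a shared effect of genotype. The other was 0.378, against −0.144 to 0.188 in 15 labellings with MΦ and MM-MΦ exchanged within numbers. Of 645 Reactome sets, camera passed 1 upward and 27 downward in BMI1-KO against wt MM-MΦs, 0 upward and 46 downward in BMI1-KO against wt MΦs, 17 and 8 upward in MM-MΦs against MΦs of wt and BMI1-KO, and 0 in the interaction. None of these sets passed with an estimated correlation in any of the 5 comparisons.

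Several genes that the paper measured by other assays did not pass edgeR. In BMI1-KO against wt MM-MΦs the log2 fold changes were −0.55 (SE 0.28) for Mrc1, which encodes CD206, −0.28 (SE 0.36) for Vegfa, 0.22 (SE 0.50) for Mmp2, with 6 to 24 counts per library, 0.10 (SE 0.27) for Myc and −2.28 (SE 1.12) for H2-Eb1, each with an edgeR adjusted p of 0.999. The paper reports more MHC-II positive cells in BMI1-KO MM-MΦs by flow cytometry (Supplementary Fig. 3B). Here the MHC-II list was lower by RNA-seq with camera's preset correlation (adjusted p = 3.75e-05), not with an estimated correlation (adjusted p = 0.438). Its library means overlapped (exact permutation test, two-sided p = 0.2), and 0 of its 8 genes passed edgeR over all genes. In wt MM-MΦs against wt MΦs the log2 fold changes were 0.23 (SE 0.17) for Bmi1, 0.21 (SE 0.28) for Mrc1, −0.15 (SE 0.36) for Vegfa, 0.12 (SE 0.50) for Mmp2, 0.05 (SE 0.27) for Myc and 0.07 (SE 0.75) for Mki67, each with an edgeR adjusted p of 1. Nos2, Shh and Gli1 had 0 counts in all 12 libraries, and Il6 and Gli2 did not pass the filter. Ccnd1, which encodes cyclin D1, had 982, 1171 and 4106 counts in wt MM-MΦs and 1339, 5834 and 15011 in BMI1-KO MM-MΦs (1.84, SE 0.91, edgeR adjusted p = 0.999). Mrc1 in BMI1-KO MM-MΦs against BMI1-KO MΦs was at 0.37 (SE 0.28, edgeR adjusted p = 1) and passed with the block within genotype, at 0.40 (edgeR adjusted p = 0.00799). For BMI1-KO against wt MM-MΦs the log2 fold changes of Cdk4 and Cdk6 were −0.26 and 0.66, with Adgre1, which encodes F4/80, at 0.30, Itgam, which encodes CD11b, at −0.18, Cd68 at −0.18, Cd163 at −1.34, Cd14 at −0.29, Il10 at −0.10, Map3k8 at −0.11, Mcl1 at −0.13, Smo at −0.30 and Ptch1 at 0.30. In the same comparison Sdc1, which encodes the plasma cell marker CD138, had 607, 1298 and 362 counts in wt MM-MΦs and 188, 145 and 153 in BMI1-KO MM-MΦs (−2.23, SE 0.63, edgeR adjusted p = 0.496, DESeq2 adjusted p = 0.0259, with 0.0259 to 0.999 over 17 alternatives).

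Bmi1, at 6.10 to 8.58 FPKM in wt libraries, was listed at 0 in every BMI1-KO library, although exons other than 4 to 8 hold most of its bases. Rounding of the FPKM values was excluded as the source of the larger totals, since the smallest excess in a BMI1-KO library was 512 counts and the totals of wt libraries lay within −2 to 1. That counts of at least 1 gene or other feature were left out of the BMI1-KO tables after the FPKM totals were taken is consistent with an excess in 6 of 6 BMI1-KO libraries and in 0 of 6 wt libraries. Whether these counts were those of Bmi1 itself cannot be told, since Bmi1 was the 1 gene at 0 in all BMI1-KO libraries with over 4 counts in every wt library, but 33074 genes were at 0 in all BMI1-KO libraries and a feature present in BMI1-KO cells alone, such as the Cre transgene, may have been left out as well. The biological explanation, loss of the Bmi1 transcript, was not tested apart from this, and the paper shows loss of the protein (Fig. 4A).

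Library size as the source of the lower E2F target genes in BMI1-KO MM-MΦs was tested by thinning all libraries to 9662279 counts. The E2F median moved from −0.47 to −0.48 (SE 0.039). Totals of 9662279 to 11142768 counts were already scaled, so thinning could hardly move the median and decided nothing. Myeloma RNA in the wt libraries was weighed by 8 plasma cell genes, whose median log2 fold change lay 0.245 above that of the E2F members (SE 0.88), which decided nothing, as 4 of them passed the filter and Sdc1 had 827, 1169 and 284 counts in wt MΦs, which met no myeloma cells. As the whole source it was excluded by the rise of the E2F list in wt MM-MΦs over wt MΦs of the same number, 0.066 ± 0.039 in mean log2 CPM (SD, n = 3) against 0.43 between wt and BMI1-KO MM-MΦs, unless co-culture itself lowered these genes. For 7 genes of cycling precursors the difference was 1.37 (SE 0.949), but 1 of them passed the filter and without Cd34 they had 34 counts in wt and 63 in BMI1-KO MM-MΦs, so the outcome written beforehand as speaking against precursors was set wrongly, since genes near the floor exclude nothing, and precursors remain open. The biological explanation, the knockout, may hold, but with 10 splits of the 6 libraries, too few for a share under 0.05, the real split called 9 genes and the highest other 0. The direction of the E2F list turned without wt MM-MΦ replicate 3 alone, while its median was −0.066 without the 4 libraries numbered 3.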
